# Differential regulation of cranial and cardiac neural crest by serum response factor and its cofactors

**DOI:** 10.7554/eLife.75106

**Published:** 2022-01-19

**Authors:** Colin J Dinsmore, Philippe Soriano

**Keywords:** SRF, MRTF, TCF, craniofacial development, neural crest, transcription, Mouse

## Abstract

Serum response factor (SRF) is an essential transcription factor that influences many cellular processes including cell proliferation, migration, and differentiation. SRF directly regulates and is required for immediate early gene (IEG) and actin cytoskeleton-related gene expression. SRF coordinates these competing transcription programs through discrete sets of cofactors, the ternary complex factors (TCFs) and myocardin-related transcription factors (MRTFs). The relative contribution of these two programs to in vivo SRF activity and mutant phenotypes is not fully understood. To study how SRF utilizes its cofactors during development, we generated a knock-in *Srf^aI^* allele in mice harboring point mutations that disrupt SRF-MRTF-DNA complex formation but leave SRF-TCF activity unaffected. Homozygous *Srf^aI/aI^* mutants die at E10.5 with notable cardiovascular phenotypes, and neural crest conditional mutants succumb at birth to defects of the cardiac outflow tract but display none of the craniofacial phenotypes associated with complete loss of SRF in that lineage. Our studies further support an important role for MRTF mediating SRF function in cardiac neural crest and suggest new mechanisms by which SRF regulates transcription during development.

## Introduction

Multicellular development requires the precise management of cellular behaviors including proliferation, migration, and differentiation. These are coordinated through intercellular communication pathways, such as growth factor signaling, that couple extracellular information with internal effectors, including transcription factors (TFs) (Fantauzzo and Soriano, 2015; Lemmon and Schlessinger, 2010). The balance between opposing transcription programs is tuned by signaling pathways which activate specific TFs or in some cases cofactors that direct the behavior of a common TF. One example of the latter is the essential transcription factor Serum Response Factor (SRF) (Posern and Treisman, 2006). SRF is necessary for the expression of immediate early genes (IEGs) in cells stimulated with serum or growth factors, as well as many genes related to the actin cytoskeleton, contractility, and muscle differentiation.

SRF binds a conserved DNA regulatory sequence known as a CArG box, a motif found at many cytoskeletal and growth-factor inducible gene promoters (Mohun et al., 1991; Norman et al., 1988; Sun et al., 2006b). SRF can, however, effect at least two unique transcriptional programs by coupling with two families of cofactors that compete for a common binding site on SRF itself (Miano, 2003; Wang et al., 2004 Figure 1A). The ternary complex factors (TCFs) are E26 transformation-specific (ETS) family proteins activated by extracellular signal-regulated kinase 1/2 (ERK1/2) phosphorylation (Mylona et al., 2016). Once activated, they bind DNA and promote cellular proliferation by transcribing IEGs in coordination with SRF (Esnault et al., 2017; Gualdrini et al., 2016). There are three TCF members in mouse and human: ELK1, ELK3/NET, and ELK4/SAP1 (Posern and Treisman, 2006). Opposing SRF-TCF activity are the Myocardin Related Transcription Factors (MRTFs). These cofactors rely on SRF to bind DNA, promote cytoskeletal gene expression, and are particularly important in muscle differentiation (Posern and Treisman, 2006). MRTFs bind to and are inhibited by G-actin. Polymerization of G-actin into F-actin liberates MRTFs to translocate to the nucleus and bind SRF (Miralles et al., 2003). This can be promoted by multiple signaling pathways, including phosphoinositide 3-kinase (PI3K), that stimulate guanine nucleotide exchange factors to activate F-actin-promoting Rho-family GTPases (Brachmann et al., 2005; Hanna and El-Sibai, 2013; Jiménez et al., 2000; Vasudevan and Soriano, 2014). MRTFs are also positively and negatively regulated by extensive phosphorylation (Panayiotou et al., 2016). Three MRTFs are known to interact with SRF: Myocardin itself, MRTF-A/MKL1/MAL, and MRTF-B (Parmacek, 2007). *Myocd* is expressed specifically in muscle while *Mrtfa* and *Mrtfb* are more broadly expressed (Posern and Treisman, 2006). A fourth MRTF, MAMSTR/MASTR, interacts with MEF2 proteins and is not known to bind SRF (Creemers et al., 2006).

**Figure 1.**
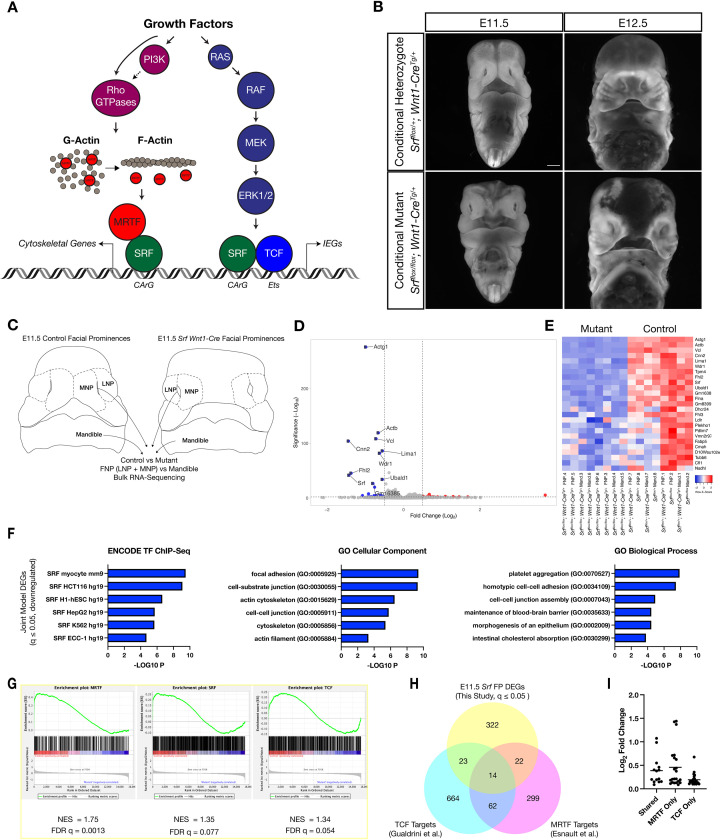
Loss of Srf in NC affects cytoskeletal gene expression. (**A**) Diagram depicting SRF, its TCF and MRTF cofactors, and the upstream signals that regulate them. (**B**) DAPI stained embryos at E11.5 and E12.5 show a facial cleft following loss of *Srf* in NC. Scale bar represents 1 mm. (**C**) Diagram depicting RNA-sequencing strategy. (**D**) Volcano plot showing DEGs in *Srf* NC conditional mutants. Genes with a *P*-value < 0.01 and log_2_ fold change (FC) >0.25 are colored. Select genes are labeled. (**E**) A heatmap of the top 25 DEGs by q value. The samples cluster by genotype and are color-coded by Z-score. (**F**) Gene set enrichment analysis (GSEA) using a list of DEGs with q ≤ 0.05 and Log2FC ≤–0.25. Enrichment for ENCODE TF ChIP-Seq, GO Cellular Component, and GO Biological Process are shown. (**G**) GSEA for known SRF, MRTF, and TCF ChIP targets from previous datasets (Esnault et al., 2014; Gualdrini et al., 2016) across our entire dataset. (**H**) Overlap of known MRTF and TCF targets with DEGs q ≤ 0.05. (**I**) Absolute value of log_2_ FC for DEGs that overlap with each category. Horizontal bar indicates the mean (0.385 Shared, 0.378 MRTF, 0.219 TCF).

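The 25 genes with the smallest p in the joint model were lower in mutants without exception, and they were the 25 genes shown in Fig. 1E. They include the actin genes *Actg1* and *Actb*, the LIM domain genes *Fhl2*, *Fhl3*, *Lima1* and *Pdlim7*, the tubulin gene *Tubb6*, and the lipid genes *Nsdhl* and *Fabp5*. Clustering the 16 libraries on these genes parted 8 control from 8 mutant libraries. For 18 of the 25, every mutant library of either tissue lay below every control library, as for *Plekho1* (log2 fold change -0.36) and *Fhl3* (-0.58). The groups overlapped for the others, among them *Vmn2r97* (-0.50), *Cmah* (-0.44), *D10Wsu102e*, *Fabp5*, *Tubb6* and *Cfl1*. These genes were picked by the genotype test on the same libraries, which favours their separation, so their clustering is not a separate test of it. With the tissues summed per embryo the calls of *Plekho1*, *Vmn2r97*, *Cmah*, *D10Wsu102e*, *Tubb6*, *Cfl1* and *Nsdhl* were lost.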

**Figure 1—figure supplement 1.**
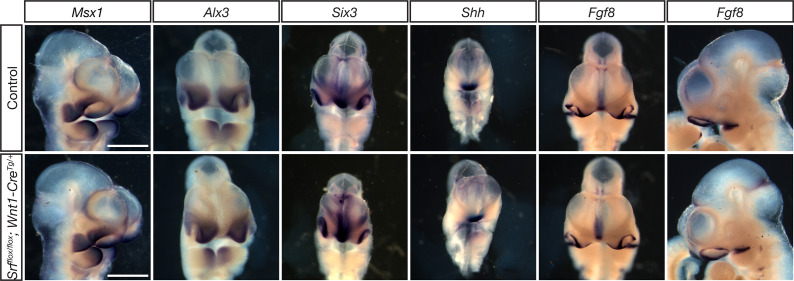
Srf *NC* conditional mutants do not show early patterning defects. E10.5 embryos subject to in situ hybridization using probes against *Msx1, Alx3, Six3, Shh,* and *Fgf8* showed no significant differences between *Srf* NC conditional mutants and control littermates. *Msx1* embryos are shown in ¾ view to highlight maxillary expression. *Fgf8* embryos are shown in frontal and profile views to highlight the ventral forebrain and mandibular expression domains, respectively. Scale bar represents 500 μm.

**Figure 1—figure supplement 2.**
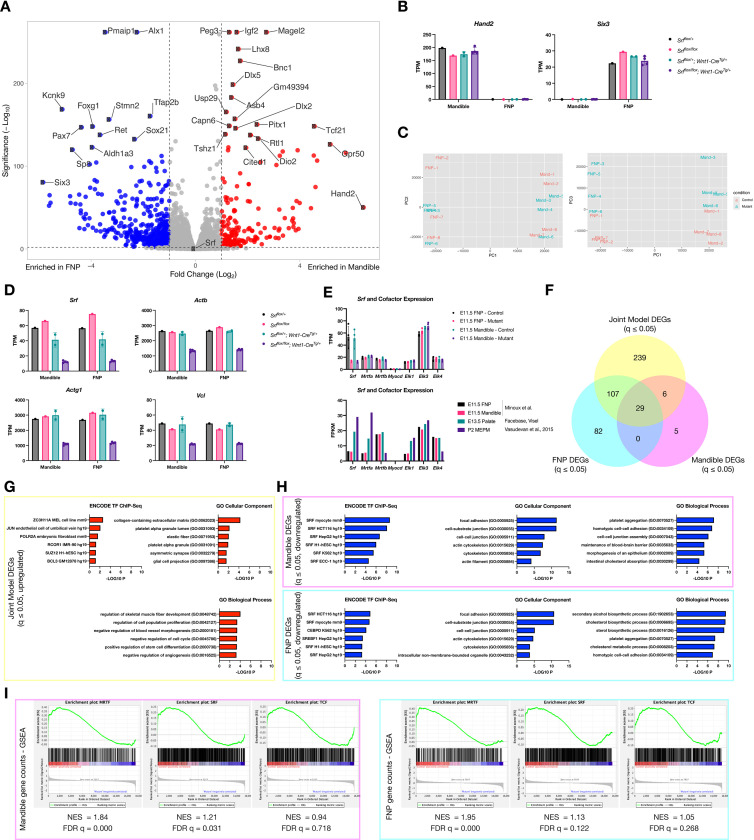
Additional data related to craniofacial *RNA-Seq*. (**A**) Volcano plot showing genes enriched in mandible (red) versus FNP (blue) tissue. (**B**) Individual transcripts per million reads (TPM) values for *Hand2* and *Six3* plotted by genotype, showing the expected tissue enrichment. (**C**) PCA plots for the individual samples showing PCA1 vs PCA2 (left) and PCA1 vs PCA3 (right) indicate separation of the samples by tissue (PCA1) and genotype (PCA3). Samples are color-coded by genotype. (**D**) TPM values of *Srf* and several affected genes plotted by genotype. While *Srf* levels vary somewhat among the non-clefted control genotypes, downstream targets are only affected in the conditional mutants. (**E**) Expression of *Srf* and its cofactors in craniofacial tissue from this study (top) and in a separate study using sorted NC cells (Minoux et al., 2017) as well as whole E13.5 palate (Axel Visel, 2015) and passage 2 MEPMs for comparison (Vasudevan et al., 2015). (**F**) Overlap of DEGs from mandible (pink), FNP (cyan), and a joint model using both tissues (yellow). (**G**) Enrichr GSEA for upregulated genes with q ≤ 0.05 and Log2FC ≥ 0.25 from the joint model shows little enrichment and such genes may therefore be indirect targets of SRF. (**H**) Enrichr GSEA using a list of genes with q ≤ 0.05 and Log2FC ≤ –0.25 from each tissue showing similar terms to the joint model, with the exception of cholesterol-related GO terms specific to the FNP dataset. (**I**) GSEA for mandible and FNP samples compared to known SRF, MRTF, and TCF targets (Esnault et al., 2014; Gualdrini et al., 2016) showing preferential enrichment for MRTF targets in both datasets. Columns are the mean and error bars represent the standard deviation in (**B**) and (**D**).

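*Srf* had a different level in each control genotype, and its target genes *Actg1*, *Vcl* and *Cnn2* stood above every mutant library of their tissue in all of them. In the FNP *Srf* had a mean of 41.8 TPM in *Srf flox/+; Wnt1-Cre Tg/+* controls (n = 2), 75.2 TPM in the *Srf flox/flox* control and 56.5 TPM in the *Srf flox/+* control (n = 1 each). The mandible gave 41.2, 65.9 and 56.9 TPM in the same order. *Actg1* stood at 3024, 3152 and 2683 TPM in these genotypes in the FNP and at 2991, 2914 and 2741 TPM in the mandible. *Vcl* stood at 47.3, 41.0 and 48.8 TPM in the FNP, and *Cnn2* at 160, 191 and 144 TPM. In each tissue the control with the least *Srf*, a *Srf flox/+; Wnt1-Cre Tg/+* embryo, had more than the mutant with the most. With 1 or 2 embryos per control genotype, differences among the controls were not tested. Of the SRF cofactors, *Elk3* stood at 57.7 TPM in control FNPs and 68.6 TPM in control mandibles, *Elk1* at 11.6 and 13.0 TPM, and *Elk4* at 16.8 and 16.2 TPM (means, n = 4). All 13 genes called in both tissues alone were called in the joint model too, and *Rspo1* was called in the FNP and not in the joint model.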

*Srf* and its cofactors have been extensively studied genetically. *Srf^-/-^* mutant mice die between E6.5 and E8.5 showing defects in mesoderm formation (Arsenian et al., 1998; Niu et al., 2005). Cofactor knockouts are comparatively mild. Single TCF mutants are all fully or partially viable (Ayadi et al., 2001; Cesari et al., 2004; Costello et al., 2004; Weinl et al., 2014) and *Elk1; Elk3; Elk4* triple null embryos have not been described in detail but survive until E14.5 without obvious defects (Costello et al., 2010; Gualdrini et al., 2016). *Mrtfa^-/-^* mutant mice are viable (Li et al., 2006; Sun et al., 2006a) whereas *Mrtfb^-/-^* mice are inviable between E13.5-E15.5, exhibiting cardiovascular defects (Li et al., 2012; Oh et al., 2005). *Myocd^-/-^* mice have the most severe phenotype and die at E10.5, also from cardiovascular defects (Espinoza-Lewis and Wang, 2014; Li et al., 2003). *Mrtfa; Mrtfb* double null mice have not been described, but conditional double mutants have shown these factors exhibit redundancy and broadly phenocopy loss of *Srf* in several tissues and cell types (Cenik et al., 2016; Guo et al., 2018; Li et al., 2005a; Trembley et al., 2015). However, studies comparing *Srf* and *Mrtfa; Mrtfb* mutants are not always identical. In megakaryocytes, loss of *Mrtfa* and *Mrtfb* is more severe than loss of *Srf* and there are large gene expression differences in the two models (Smith et al., 2012; Halene et al., 2010). Indeed, there is evidence that MRTFs may regulate genes independent of SRF or act as cofactors for TFs other than SRF (Asparuhova et al., 2011; Kim et al., 2017). Whether the differences in *Srf* versus *Mrtfa; Mrtfb* loss-of-function studies are due to SRF-TCF activity, SRF-independent MRTF activity, or TCF/MRTF-independent SRF activity remains uncertain. These studies are summarized in Supplementary file 1.

One tissue in which SRF was found to be essential is the neural crest (NC) (Newbern et al., 2008; Vasudevan and Soriano, 2014). The NC is a transient developmental population of cells that arises from the dorsal neural tube, migrates ventrally throughout the embryo, and gives rise to numerous cell types including the bone and connective tissue of the face, as well as smooth muscle cells in the cardiac outflow tract (Bronner and Simões-Costa, 2016). The extensive migration, proliferation, and various differentiation outcomes these cells undergo requires accurate coordination, and decades of study have revealed a panoply of signaling pathways and transcription factors important in these processes, including the fibroblast growth factor (FGF) pathway, platelet-derived growth factor (PDGF) pathway, and SRF itself (Brewer et al., 2015; Dinsmore and Soriano, 2018; Newbern et al., 2008; Rogers and Nie, 2018; Tallquist and Soriano, 2003; Vasudevan and Soriano, 2014). We and others have previously shown that *Srf* is required in the NC for craniofacial and cardiovascular development (Newbern et al., 2008; Vasudevan and Soriano, 2014). Intriguingly, mice homozygous for a hypomorphic allele of *Mrtfb* die shortly after birth with cardiac outflow tract defects and can be rescued by a neural crest-specific transgene (Li et al., 2005b). Assays in mouse embryonic palatal mesenchyme cells (MEPMs) indicated that stimulation with the secreted ligands fibroblast growth factor (FGF) or platelet-derived growth factor (PDGF) promoted SRF-TCF complex formation, but only PDGF promoted SRF-MRTF interactions, in a PI3K-dependent manner (Vasudevan and Soriano, 2014). Supporting the importance of SRF-MRTF interactions, *Srf* interacted genetically with *Pdgfra* but not *Fgfr1* in NC (Vasudevan and Soriano, 2014). However, the contributions of each SRF-cofactor transcriptional program to the overall *Srf* NC phenotype are unclear.

In this study, we further characterize the molecular consequences of losing *Srf* expression in the NC through marker analysis and expression profiling, finding the most highly downregulated genes to be cytoskeletal in nature. We then test the presumed requirement of SRF-MRTF interactions using a novel *Srf^aI^* allele carrying mutations that prevent SRF-MRTF-DNA ternary complex formation to circumvent MRTF redundancy and control for possible SRF-independent MRTF activity. These embryos have striking developmental defects that are outwardly similar to *Myocd* mutant mice. Conditional NC mutants reveal an essential role for optimal SRF-MRTF activity in the cardiac crest, whereas the mutation is well-tolerated in the cranial NC. These observations raise the possibility that non-cardiovascular tissue may be able to develop with only minimal SRF-MRTF activity or that SRF can support cytoskeletal gene expression on its own or with other cofactors.

## Results

### Srf^flox/flox^; Wnt1-Cre^Tg/+^ mice develop a midfacial cleft and bleb, characterized by reduced cytoskeletal gene expression

To establish a phenotypic baseline for embryos lacking *Srf* in NC, we first examined conditional null embryos at E11.5 and E12.5 and assessed their morphology. Consistent with our previous study, a midfacial cleft develops from E10.5 to E11.5, becoming prominent at E11.5 as a failure of the medial nasal process and lateral nasal process (MNP and LNP, respectively) to converge at the midline (Figure 1B–C; Vasudevan and Soriano, 2014). By E12.5, a fluid-filled bleb develops at the midline, often with hemorrhaging into the midfacial cavity (Figure 1B). Embryos turned necrotic starting at E12.5 and did not survive past E13.5.

We sought to better understand the molecular defects that underly this outcome. As *Srf* has been implicated in mediating cell differentiation, we asked whether early craniofacial patterning was affected. However, expression of the differentiation markers *Msx1* (craniofacial mesenchyme)*, Alx3* (MNP and LNP mesenchyme, medial mandibular mesenchyme), and *Six3* (ventral forebrain, nasal placode, eye)*,* as well as the markers of patterning centers *Shh* (ventral forebrain, weak oral MNP, and mandibular epithelium), and *Fgf8* (ventral forebrain, oral MNP, and epithelium) were all unaffected at E10.5 as assessed by in situ hybridization, suggesting craniofacial patterning was largely normal at this stage (Figure 1—figure supplement 1).

We next sought to identify differentially expressed genes (DEGs) through bulk RNA-sequencing of control and mutant frontonasal prominences (FNP, i.e. MNP+ LNP) and mandibles at E11.5. 

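RNA from the FNP and the mandible of 8 mouse embryos at E11.5 was sequenced, giving 16 libraries, and each embryo contributed 1 library of each tissue. Embryos 3, 4, 5 and 6 were *Srf flox/flox; Wnt1-Cre Tg/+* mutants, in which *Wnt1-Cre* deletes *Srf* in neural crest cells. Among the 4 controls, embryos 1 and 7 were *Srf flox/+; Wnt1-Cre Tg/+*, embryo 2 was *Srf flox/flox* without Cre and embryo 8 was *Srf flox/+* without Cre. By the authors' deposited design table, embryos 1 to 5 came from the first litter and embryos 6 to 8 from the second, so the second litter held 1 mutant and 2 controls. The authors quantified transcripts with Salmon 1.5.0 on mm10 and summed them to genes in sleuth 0.30.0-4, whose Wald test compared the genotypes with litter, and tissue in the joint model, as covariates. The deposited gene values used here cover 15451 genes and are estimated counts divided by a size factor of each library. Their totals were 10.2 to 11.2 m per library (median 10.7 m), while the paper gives 14.6 to 30 m reads per sample with an average of 24.2 m. These totals are after the authors' scaling, so the reads behind a single gene are not known and no counting interval is given. Genotypes were compared with limma on log2(value + 0.5), with litter as a covariate and also tissue in the joint model of 16 libraries, over genes with a value of at least 10 in at least 4 libraries. Genes were called changed at a Benjamini-Hochberg adjusted p of at most 0.05, and a fold change on this scale understates the change of genes with low values. Levels are given as the authors' TPM, which were also scaled by a factor of each library.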

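*Hand2* and *Six3* were among the genes that differed most between the mandible and the FNP. *Hand2*, which encodes a transcription factor of the mandibular mesenchyme and lies on chromosome 8 of GRCm38 from 57320983 to 57324633, stood at 178.5 ± 14.5 TPM in control mandibles and 0.233 ± 0.223 TPM in control FNPs (SD, n = 4). Its log2 fold change between mandible and FNP over all 16 libraries was 9.30 (SE 0.530, limma with Benjamini-Hochberg adjusted p = 4.55e-10). *Six3*, which encodes a transcription factor of the ventral forebrain and nasal placode and lies on chromosome 17 from 85613608 to 85629302, stood at 26.2 ± 2.93 TPM in control FNPs and 0.0717 ± 0.0986 TPM in control mandibles (SD, n = 4), a log2 fold change of -8.42 (SE 0.384, limma with Benjamini-Hochberg adjusted p = 2.72e-11). *Hand1*, *Sim2*, *Syt6*, *Dlx1* and *Gbx2* were also higher in the mandible, with log2 fold changes of 8.31, 6.54, 5.76, 5.65 and 5.59. *Fezf1*, *Sp8*, *Cdhr1* and *Pax7* were higher in the FNP, with log2 fold changes of -8.01, -6.79, -6.63 and -6.29. In all, 4352 of 14630 genes differed between the tissues by limma, with litter and genotype as covariates, and 1745 of them were higher in the mandible and 2607 in the FNP.

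Of 17 marker genes of neurons, 14 were higher in the FNP and 0 in the mandible, also when adjusted over the list alone, with a median log2 fold change of -4.76 (camera from limma, Benjamini-Hochberg adjusted p = 4.39e-14, and adjusted p = 0.0136 with an estimated correlation). Of 14 marker genes of forebrain and olfactory placode, 12 were higher in the FNP and 2 in the mandible, with the same counts when adjusted over the list alone (camera from limma, Benjamini-Hochberg adjusted p = 1.65e-09, and adjusted p = 0.0314 with an estimated correlation). Skeletal muscle markers ran the other way, with 9 of 11 higher in the mandible (10 when adjusted over the list alone), 0 higher in the FNP and a median log2 fold change of 2.27 (camera from limma, Benjamini-Hochberg adjusted p = 1.66e-10). Of 44 craniofacial patterning genes, 23 were higher in the mandible and 18 in the FNP, also when adjusted over the list alone. The test of that list against other genes gave an adjusted p = 0.0159 in limma's camera with Benjamini-Hochberg adjustment, and an adjusted p = 0.0937 with an estimated correlation.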

To confirm the quality of the dataset and suitability of the analysis pipeline, we first compared mandible versus FNP gene expression among all samples and identified differentially expressed transcripts encoding 4084 DEGs (q ≤ 0.05, Wald test), among them known regulators of mandible or FNP identity, such as *Hand2* and *Six3* (Figure 1—figure supplement 2A-B). 

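On the first principal component of all genes tested, the 8 mandible libraries had a mean score of 42.9 and the 8 FNP libraries a mean score of -42.9. This component held 49.0% of the variance (two-sided exact permutation test over 12870 arrangements, p = 0.000155, the smallest they can give). The arrangements treat the libraries as independent and do not keep the pairing of the tissues within embryos, which allows fewer arrangements and a less small p. The second component held 9.93% of the variance. Along it the 3 embryos of the second litter and embryo 3 of the first litter had negative scores and the other 4 embryos of the first litter positive ones (exact permutation test between litters, embryos as units, p = 0.0536). The third component held 4.79%, and on it the control libraries had a mean score of 6.99 ± 10.9 and the mutant libraries of -6.99 ± 13.5 (SD, n = 8 libraries, exact permutation test, p = 0.0398). Averaged over the FNP and mandible of each embryo, which come from the same animal, this difference between control and mutant embryos gave an exact permutation p = 0.171 (n = 4 against 4). The difference on the third component did not pass the test without embryo 2, 3, 4, 7 or 8 (exact p = 0.777, 0.0513, 0.160, 0.0753 and 0.683) or after the mean of each litter was removed (exact p = 0.737).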

Principal component analysis showed strong separation of the samples by tissue (Figure 1—figure supplement 2C). We next identified DEGs in control versus *Srf^flox/flox^; Wnt1-Cre^Tg/+^* mandibles and FNPs. 

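*Srf*, the deleted gene, was lower in every mutant library than in every control library of its tissue. In the FNP its level was 48.9, 75.2, 34.7 and 56.5 TPM in control embryos 1, 2, 7 and 8, and 11.8, 14.7, 13.2 and 13.1 TPM in mutant embryos 3, 4, 5 and 6. In the mandible it was 48.1, 65.9, 34.4 and 56.9 TPM in the same controls, and 11.6, 14.1, 12.5 and 10.8 TPM in the same mutants. The group means were 53.8 ± 16.9 against 13.2 ± 1.17 TPM in the FNP and 51.3 ± 13.4 against 12.2 ± 1.42 TPM in the mandible (SD, n = 4). Either tissue gave a two-sided exact permutation p = 0.0286, the smallest that 4 embryos against 4 allow. Whole tissue was sequenced, so the values include cells that do not derive from the neural crest.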

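In mutant mandibles 14 of 14004 genes fell and 0 rose, and in mutant FNPs 15 of 14197 genes fell and 0 rose (limma with litter as covariate, Benjamini-Hochberg adjusted p of at most 0.05, n = 4 embryos per genotype). At an unadjusted p under 0.05 limma gave 1008 genes in the mandible and 1943 in the FNP. The tissues, which come from the same embryos, shared 13 of these genes. The shared genes were *Srf*, the actin genes *Actb* and *Actg1*, the genes of actin-binding proteins *Cnn2* (calponin 2), *Flna* (filamin A), *Lima1*, *Tpm4* (tropomyosin 4), *Vcl* (vinculin) and *Wdr1*, the LIM protein gene *Fhl2*, *Ubald1*, and the processed pseudogenes *Gm16385* and *Gm8399*. *Cnn2* had a log2 fold change of -2.28 in the FNP (SE 0.100) and -1.87 in the mandible (SE 0.0864), and *Fhl2* -2.18 and -1.77. *Fhl3* (log2 fold change -0.64) and *Rspo1* (-0.76) passed the test only in the FNP and *Pdlim7* (-0.60) only in the mandible, while the test of the difference between tissues called 0 of 14630 genes (638 at an unadjusted p under 0.05 in limma). The smallest adjusted p of that test, from limma with Benjamini-Hochberg adjustment, was 0.999, shared by *Ikzf1* (difference in log2 fold change 1.80), *Otulinl* (-1.35) and *Vgll2* (-2.42).

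The count in the FNP was 9 without embryo 1, and that in the mandible 7 with only the controls that carry *Wnt1-Cre*. Calls of *Flna*, *Tpm4*, *Gm16385*, *Gm8399*, *Fhl3* and *Rspo1* in the FNP and of *Ubald1*, *Gm16385*, *Gm8399* and *Pdlim7* in the mandible were each lost in at least 3 of the other settings.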

Mandibles showed 40 DEGs and FNPs 219 (q ≤ 0.05, Wald test). A joint model including both tissue samples and accounting for tissue-of-origin identified 381 DEGs (Figure 1D–E). 

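In the joint model of 16 libraries, 152 genes fell and 43 rose in *Srf* mutants, out of 14630 genes tested (limma with litter and tissue as covariates, Benjamini-Hochberg adjusted p of at most 0.05). The genes that fell most, among those lower in every mutant than in every control library of their tissue, were *Cnn2*, *Srf* and *Fhl2*, with log2 fold changes of -2.08 (SE 0.0846), -2.06 (SE 0.138) and -1.98 (SE 0.128). Next came *Actg1*, the processed pseudogenes *Gm16385* (-1.15, SE 0.103) and *Gm8399* (-1.09, SE 0.111), *Vcl* and *Myl9*, which encodes a regulatory light chain of myosin (-1.02, SE 0.214). The call of *Myl9* (limma with Benjamini-Hochberg adjusted p = 0.0265) was lost in 7 of the other settings. The 13 genes that fell in both tissues tested alone also fell in the joint model. With libraries scaled to equal totals, a setting chosen after seeing the data, 96 genes fell and 107 rose. Marker lists of other cell types lay higher in mutants by limma's camera with Benjamini-Hochberg adjustment, with 0 of 18 genes called for endothelium (median log2 fold change 0.11), 0 of 15 for erythroid cells (0.27), 1 of 14 for macrophages (0.13) and 0 of 11 for skeletal muscle (0.38). None of these 4 lists passed with an estimated correlation (camera, adjusted p = 0.297, 0.481, 0.297 and 0.346).

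The libraries of an embryo come from the same animal, and with embryo as a block the joint count was 113 by limma's duplicateCorrelation and 20 with the tissues summed per embryo. It was 28 without the litter term, 24 with only the controls that carry *Wnt1-Cre*, 36 with only those that do not, and 43, 41, 67 and 367 without embryo 1, 2, 4 or 6.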

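*Srf*, on the minus strand of chromosome 17 of GRCm38 from 46548329 to 46556175, fell in mutants to 24.0% of the control level in the joint model (limma with Benjamini-Hochberg adjusted p = 8.48e-08). The size depends on the controls: the natural log fold change was -1.43 with all controls. It was -1.20 with only those that carry *Wnt1-Cre* and -1.63 with only those that do not. Tested alone, the FNP gave a log2 fold change of -2.03 (SE 0.204, limma with Benjamini-Hochberg adjusted p = 0.00412) and the mandible -2.08 (SE 0.179, adjusted p = 0.00102). The cofactor list held the myocardin family genes *Mrtfa*, *Mrtfb*, *Myocd* and *Mamstr*, the last of which the paper describes as not known to bind SRF, and the ternary complex factor genes *Elk1*, *Elk3* and *Elk4*. Of these 7 genes 0 passed the threshold in the joint model, and 1 was lower and 1 higher when adjusted over the list alone (limma). The list as a whole gave an adjusted p of 0.994 in limma's camera with Benjamini-Hochberg adjustment. *Mrtfb* had a log2 fold change of -0.24 (SE 0.0574, limma with Benjamini-Hochberg adjusted p = 0.0509), and its level was 17.0 ± 0.797 TPM in control and 14.4 ± 1.23 TPM in mutant FNPs (SD, n = 4). In the mandible *Mrtfb* stood at 17.3 ± 2.13 and 15.0 ± 0.785 TPM (SD, n = 4). *Mrtfa* had a log2 fold change of -0.05, at 19.0 ± 1.46 TPM in control and 18.5 ± 0.792 TPM in mutant FNPs (SD, n = 4). *Elk1*, *Elk3* and *Elk4* had log2 fold changes of 0.10, 0.10 and 0.05, and *Myocd* was at or below 0.636 TPM in every library. *Mrtfb* passed the threshold without embryo 8, and the authors' deposited joint table gives it a q-value of 0.00706.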

*Srf* itself was among the top DEGs, confirming efficient conditional deletion in the cranial NC (Figure 1D–E, Figure 1—figure supplement 2D), but SRF cofactors were not affected (Figure 1—figure supplement 2E).

The most differentially expressed genes primarily encoded cytoskeletal genes that were known targets of SRF-MRTF activity, including *Actg1*, *Cnn2*, *Vcl*, *Actb*, and *Cfl1* (Figure 1D–E). 

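*Actg1*, which encodes cytoplasmic γ-actin on chromosome 11 of GRCm38 from 120345690 to 120348542, fell from 2971 ± 297 to 1170 ± 59.3 TPM in the FNP and from 2909 ± 249 to 1087 ± 72.2 TPM in the mandible (SD, n = 4). Its log2 fold change of -1.42 in the joint model (SE 0.0321) had the smallest adjusted p of all genes, 2.02e-14 from limma with Benjamini-Hochberg adjustment. *Actb*, which encodes cytoplasmic β-actin on chromosome 5 from 142903115 to 142906754, fell from 2692 ± 136 to 1411 ± 46.1 TPM in the FNP and from 2533 ± 107 to 1334 ± 76.7 TPM in the mandible (SD, n = 4), a joint log2 fold change of -0.95 (SE 0.0313, limma with Benjamini-Hochberg adjusted p = 4.88e-12). *Cnn2*, on chromosome 10 from 79988584 to 79996062, fell to 23.7% of the control level, from 164 ± 36.2 to a mean of 35.5 TPM in the FNP (35.0 to 36.4 TPM in the 4 mutants) and from 122 ± 14.0 to 34.0 ± 2.15 TPM in the mandible (SD, n = 4; limma with Benjamini-Hochberg adjusted p = 9.96e-11). *Vcl*, whose product links actin to adhesion sites and which lies on chromosome 14 from 20929398 to 21033676, fell from 46.1 ± 3.74 to 22.2 ± 0.656 TPM in the FNP and from 46.1 ± 6.95 to 21.6 ± 0.599 TPM in the mandible (SD, n = 4), or to 48.8% of the control level (limma with Benjamini-Hochberg adjusted p = 2.40e-10). *Cfl1*, which encodes the actin-severing protein cofilin 1 on chromosome 19 from 5490455 to 5495201, had a smaller log2 fold change of -0.29 (SE 0.0408, limma with Benjamini-Hochberg adjusted p = 0.00144). Its levels were 1154 ± 107 and 938 ± 58.0 TPM in control and mutant FNPs, and 1121 ± 105 and 991 ± 83.2 TPM in mandibles (SD, n = 4). *Wdr1*, a cofactor of cofilin, and *Lima1*, which cross-links actin filaments, fell by 0.90 and 0.79 on the log2 scale. The call of *Cfl1* was lost without the litter term, with only the controls that carry *Wnt1-Cre*, and with the tissues summed per embryo. *Actg1* and *Actb* are near-identical paralogs, so the split of reads between them rests on the authors' quantification.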

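With a log2 fold change of at least 0.25 either way added to the test, 72 genes fell and 35 rose in the joint model (limma, Benjamini-Hochberg adjusted p of at most 0.05). The b of the authors' deposited tables is a natural log fold change, and 0.25 on that scale left 40 lower and 26 higher genes. Among the genes that fell were *Tpm4*, with a log2 fold change of -0.55 (SE 0.0341), *Ubald1* (-0.80), *Tubb6*, a β-tubulin gene (-0.45), and *Fabp5*, a fatty acid-binding protein gene (-0.30). The genes that rose most, among those higher in every mutant than in every control library of their tissue, were *Enpp5*, the pseudogene *Eef1a1-ps1*, *Sparcl1*, which encodes a matricellular protein, *Sec11c*, which encodes a subunit of the signal peptidase, *Rpl37rt* and *Dtx3l*. Their log2 fold changes were 0.42, 0.39, 0.39, 0.38, 0.32 and 0.30, so the largest of these rises, *Enpp5* (SE 0.0808, limma with Benjamini-Hochberg adjusted p = 0.0171), was to 134% of the control level. None of the 6 rises passed with only the controls that carry *Wnt1-Cre* or with the tissues summed per embryo. The counts of lower and higher genes were 18 and 2 with the tissues summed per embryo, 23 and 1 with only the controls that carry *Wnt1-Cre*, and 64 and 22 without embryo 7. They were 51 and 70 with equal library totals, a setting chosen after seeing the data. Without embryo 1, 2, 4 or 6 they were 36 and 5, 36 and 2, 46 and 7, and 140 and 88.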

We subjected a more stringent list of 43 downregulated and 36 upregulated genes with q ≤ 0.05 and Log2FC ≥ 0.25 to gene set enrichment analysis using the online tool Enrichr (Xie et al., 2021). 

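Of the 72 genes that fell by at least 0.25 on the log2 scale, 16 were among 38 tested genes of a list of cytoskeletal targets of MRTF and SRF, where 0.187 would be shared by chance (Fisher's exact test, odds ratio 187, Benjamini-Hochberg adjusted p = 1.62e-27). They were *Actb*, *Actg1*, *Cfl1*, *Cnn2*, *Dstn*, *Fhl2*, *Flna*, *Lima1*, *Myl9*, *Pdlim7*, *Tgfb1i1*, *Tpm4*, *Tubb6*, *Vcl*, *Wdr1* and *Zyx*. Focal adhesion genes (*Flna*, *Pdlim7*, *Tgfb1i1*, *Vcl* and *Zyx*) and actin filament regulators (*Cfl1*, *Dstn*, *Lima1*, *Tmsb10* and *Wdr1*) each gave 5 of 41 members, where 0.202 would be shared by chance (Fisher's exact test, odds ratio 30.1, Benjamini-Hochberg adjusted p = 1.64e-06 for each). These 5 focal adhesion genes, and the actin filament regulators except *Tmsb10*, are among the 16 genes above, so the 3 overlaps are not separate findings. The top of the paper's table of genes had been seen when these lists were written, so the lists are not independent evidence of the direction of its leading genes. Of the 35 genes that rose by at least 0.25, 3 were in any of 31 lists, namely *Junb*, *Tgfb2* and *C1qa*, and 32 were in none. Of the 72 that fell, 32 were in a list and 40 were in none. With the tissues summed per embryo the calls of *Cfl1*, *Dstn*, *Myl9*, *Tgfb1i1*, *Tubb6*, *Tmsb10* and *Zyx* were lost. That of *Zyx* was also lost with duplicateCorrelation, and those of *Myl9*, *Tgfb1i1*, *Tmsb10* and *Zyx* were lost without embryo 2.

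Over all members tested, 5 of 18 genes of nonmuscle myosin and tropomyosin fell and 0 rose (7 lower when adjusted over the list alone), with a median log2 fold change of -0.12 (camera from limma, Benjamini-Hochberg adjusted p = 5.07e-06). Of the actin filament regulators, 5 of 41 fell and 0 rose (9 lower when adjusted over the list alone; camera from limma, Benjamini-Hochberg adjusted p = 4.70e-05). These lists passed with an estimated correlation as well (adjusted p = 0.00276 and 0.0361). They share genes that fell with the MRTF and SRF list, among them *Cnn2*, *Myl9* and *Tpm4* of the myosin and tropomyosin list. Of the focal adhesion genes 5 of 41 fell (8 when adjusted over the list alone), and that list gave an adjusted p = 0.0151 in limma's camera with Benjamini-Hochberg adjustment, a call lost without embryo 6, and an adjusted p = 0.230 with an estimated correlation. In the Arp2/3 complex, which nucleates branched actin, 0 of 9 genes passed the test, also when adjusted over the list alone (camera from limma, Benjamini-Hochberg adjusted p = 0.153). Of 20 genes of adherens and tight junctions, *Vcl* alone fell, also when adjusted over the list alone (camera from limma, Benjamini-Hochberg adjusted p = 0.173).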

Downregulated genes were enriched for cytoskeletal GO terms and SRF-binding motifs (Figure 1F), whereas upregulated genes showed little enrichment for either TF motifs or GO terms and may not be direct SRF targets (Figure 1—figure supplement 2G). We then used gene set enrichment analysis to compare our results with known targets of SRF, MRTF, and TCF (Esnault et al., 2014; Gualdrini et al., 2016; Supplementary file 1). All three gene lists showed enrichment in our dataset, but the MRTF list was most significantly enriched (Figure 1G). Furthermore, limiting this comparison to DEGs with q ≤ 0.05, genes bound by MRTF or MRTF and TCF were more significantly affected (greater fold change) than those bound by TCF alone (Figure 1H–I). 

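The cytoskeletal targets of MRTF and SRF fell as a group, while the immediate early genes that TCFs control with SRF did not pass the test as a group. Of 38 MRTF and SRF targets tested, 16 fell and 0 rose in the joint model (24 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.27. In limma's camera with Benjamini-Hochberg adjustment over 31 lists this gave an adjusted p = 6.40e-27, the smallest of the 31, and an adjusted p = 5.75e-04 with an estimated correlation. Of 21 immediate early genes, 1 fell and 1 rose (2 lower and 3 higher when adjusted over the list alone), with a median log2 fold change of 0.07 (camera from limma, Benjamini-Hochberg adjusted p = 0.173). *Arc*, an activity-regulated cytoskeletal gene, was the member that fell, by 1.55 on the log2 scale (SE 0.231, limma with Benjamini-Hochberg adjusted p = 0.00236), and *Junb*, an AP-1 transcription factor gene, was the one that rose, by a log2 fold change of 0.57 (SE 0.123, adjusted p = 0.0296). *Egr1* and *Fos* had log2 fold changes of 0.27 and 0.62 and did not pass (limma with Benjamini-Hochberg adjusted p = 0.540 and 0.308). The smooth muscle genes *Acta2* and *Tagln*, also bound by SRF, had log2 fold changes of 0.79 and 0.02 and did not pass (limma with Benjamini-Hochberg adjusted p = 0.363 and 0.974). The calls of *Arc* and *Junb* were lost with the tissues summed per embryo and with only the controls that do not carry *Wnt1-Cre*. *Junb*'s call was lost in 8 further settings as well, among them the fits without embryo 2, 3, 4, 6 or 7. The target lists were written by hand from general knowledge and are not the lists of the studies the paper cites. They were written after the top of the paper's joint table, made from these libraries, had been seen. The contrast between the lists is therefore not independent evidence on the leading genes of that table.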

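Among genes past the threshold in the joint model, the 16 MRTF and SRF targets had a mean absolute log2 fold change of 0.87 ± 0.55 and the 2 immediate early genes, *Arc* and *Junb*, one of 1.06 ± 0.69 (SD, exact permutation test over 153 arrangements, two-sided, p = 0.693). Over all tested members, whether past the threshold or not, the mean was 0.48 ± 0.51 for the 38 MRTF and SRF targets and 0.28 ± 0.35 for the 21 immediate early genes (SD, permutation test with 100000 resamples, two-sided, p = 0.112). The genes are those of the hand-written lists, and genes are not independent replicates.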

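Tested alone, either tissue gave lower cytoskeletal targets of MRTF and SRF in *Srf* mutants. In the FNP 9 of 38 fell and 0 rose (19 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.27 (camera from limma, Benjamini-Hochberg adjusted p = 4.12e-16, and adjusted p = 0.171 with an estimated correlation). In the mandible 10 of 38 fell and 0 rose (22 lower and 1 higher when adjusted over the list alone), with a median of -0.25 (camera from limma, Benjamini-Hochberg adjusted p = 9.67e-27, and adjusted p = 0.0137 with an estimated correlation). *Actg1* had log2 fold changes of -1.39 in the FNP (SE 0.0489) and -1.45 in the mandible (SE 0.0491), and *Vcl* -1.04 (SE 0.0588) and -1.03 (SE 0.0680). Of 18 nonmuscle myosin and tropomyosin genes, 2 fell in the FNP and 2 in the mandible (6 and 5 when adjusted over the list alone; camera from limma, Benjamini-Hochberg adjusted p = 0.00181 and 3.94e-07, and adjusted p = 0.171 and 0.0432 with an estimated correlation). Immediate early genes gave 0 of 21 past the threshold in the FNP (1 lower when adjusted over the list alone; camera from limma, Benjamini-Hochberg adjusted p = 0.858). In the mandible 0 of 20 passed and 2 were higher when adjusted over the list alone, with a median of 0.11 (camera from limma, Benjamini-Hochberg adjusted p = 0.0128, and adjusted p = 0.163 with an estimated correlation). The test of a difference between the tissues gave an adjusted p of 0.836 for the MRTF and SRF targets (camera from limma on the interaction of tissue and genotype, Benjamini-Hochberg adjustment).

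**Figure D1:**
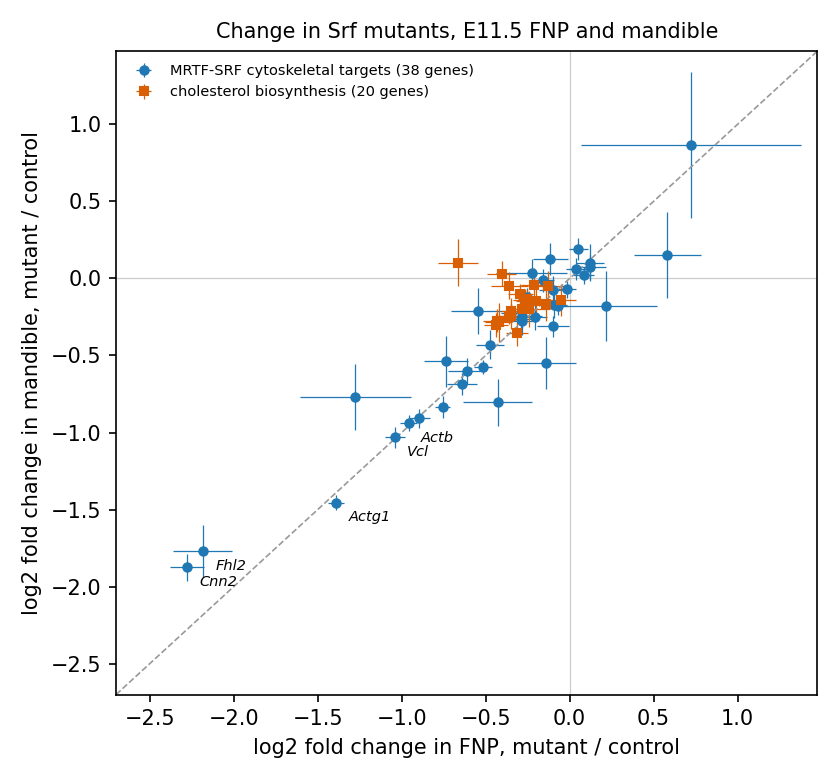
Log2 fold change between mutant and control in the FNP (horizontal axis) and in the mandible (vertical axis) for 38 cytoskeletal targets of MRTF and SRF (blue circles) and 20 cholesterol biosynthesis genes (orange squares), with bars of 1 standard error and a dashed line where both are equal. Of the MRTF and SRF targets 28 lie below 0 in both tissues, and of the cholesterol genes 18 do.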

We also performed these analyses on the individual FNP and Mandible datasets and found similar enrichment for SRF motifs, cytoskeleton-related GO terms, and a stronger enrichment for known MRTF targets than for TCF targets (Figure 1—figure supplement 2H-I). The one major difference between the tissues was that the FNP dataset contained a group of uniquely affected genes that enriched for terms related to cholesterol metabolism, but these were not further investigated (Figure 1—figure supplement 2H, GO Biological Process).

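Genes of cholesterol biosynthesis were lower in mutants, and in the joint model 8 of 20 fell and 0 rose (14 lower when adjusted over the list alone), with a median log2 fold change of -0.21 (camera from limma, Benjamini-Hochberg adjusted p = 2.38e-16, and adjusted p = 0.0361 with an estimated correlation). In the joint model *Nsdhl*, an enzyme gene of the pathway, fell by 0.37 on the log2 scale (SE 0.0513, limma with Benjamini-Hochberg adjusted p = 0.00107). In the FNP alone 0 of the 20 genes passed over all genes tested, and 15 were lower when adjusted over the list alone, with a median log2 fold change of -0.30 (camera from limma, Benjamini-Hochberg adjusted p = 1.96e-15, and adjusted p = 0.198 with an estimated correlation). In the mandible alone 0 passed, and 5 were lower when adjusted over the list alone, with a median of -0.16 (camera from limma, Benjamini-Hochberg adjusted p = 2.07e-08, and adjusted p = 0.163 with an estimated correlation). Of the 20 genes 17 had a lower log2 fold change in the FNP than in the mandible, with a median difference of -0.10 (camera from limma on the interaction, Benjamini-Hochberg adjusted p = 0.00596, and adjusted p = 0.898 with an estimated correlation). *Nsdhl* had an adjusted p of 0.0882 in the FNP and of 0.511 in the mandible (limma with Benjamini-Hochberg adjustment). Of 16 genes of sterol uptake and the SREBP pathway 2 fell and 0 rose, among them *Insig1*, by 0.44 on the log2 scale (3 lower and 2 higher when adjusted over the list alone; camera from limma, Benjamini-Hochberg adjusted p = 0.454). In the same FNP libraries 15 of 15 erythroid markers had a positive log2 fold change and 0 passed over all genes tested (10 higher when adjusted over the list alone), with a median of 0.49 (camera from limma, Benjamini-Hochberg adjusted p = 7.78e-09, and adjusted p = 0.341 with an estimated correlation). Neuron markers in the FNP had a median of 0.26 over 17 genes, with 0 past the threshold, also when adjusted over the list alone (camera from limma, Benjamini-Hochberg adjusted p = 0.00793, and adjusted p = 0.533 with an estimated correlation).

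The joint call of *Insig1* was lost without the litter term, and those of *Nsdhl* and *Insig1* with only the controls that do not carry *Wnt1-Cre* and with the tissues summed per embryo. The difference between the tissues did not pass without embryo 2 or 6.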

In summary, our gene expression analysis found that the genes most affected by loss of *Srf* in both mandible and FNP were enriched for cytoskeleton-related established SRF-MRTF targets. These data, coupled with our previous observations that *Pdgfra* interacted genetically with *Srf* in NC and PDGF stimulation promoted SRF-MRTF complex formation, led us to hypothesize that SRF-MRTF interactions would be critical for midfacial development.

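Averaged over its 38 tested genes, the list of MRTF and SRF cytoskeletal targets had a mean log2 value of 9.69 ± 0.122 in control and 9.31 ± 0.0814 in mutant FNPs, and of 9.62 ± 0.0535 in control and 9.23 ± 0.0489 in mutant mandibles (SD, n = 4). Either tissue gave a two-sided exact permutation p = 0.0286. Within the first litter (3 mutants and 2 controls) the difference was -0.44 in the FNP and -0.37 in the mandible, and within the second (1 mutant and 2 controls) it was -0.35 and -0.42. The mean of 20 cholesterol biosynthesis genes was 9.51 ± 0.0955 in control and 9.25 ± 0.142 in mutant FNPs (SD, n = 4, exact permutation p = 0.0571), and 9.26 ± 0.0357 and 9.12 ± 0.101 in mandibles (SD, n = 4, exact permutation p = 0.0857). These permutations do not account for litter. The difference for the cholesterol list was -0.29 in the FNP and -0.13 in the mandible within the first litter, and -0.34 and -0.20 within the second. Both lists were written after the top of the paper's joint table, made from these libraries, had been seen. Their p-values are therefore not independent evidence. Without the members noted as seen, the joint mean change of the MRTF and SRF list went from -0.397 to -0.171. That of the cholesterol list went from -0.233 to -0.206. From the cytoskeletal identity of the most affected genes, their enriched GO terms and SRF motifs, and the stronger enrichment of MRTF than of TCF targets in both tissues, the paper concludes that the most affected genes were enriched for established cytoskeletal targets of SRF and MRTF.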

### Srf^aI/aI^ succumb during early organogenesis with cardiovascular defects

In order to test the requirement for SRF-MRTF interactions genetically, we introduced four knock-in point mutations to the αI helix of the SRF DNA-binding domain previously shown to disrupt SRF-MRTF-DNA ternary complex formation while leaving SRF-TCF-DNA complex formation unaffected (Figure 2—figure supplement 1A-C; Hipp et al., 2019; Zaromytidou et al., 2006). Underscoring their importance, we found these residues are conserved in *Srf* orthologs from human to sponge, although they are intriguingly less well-conserved in clades lacking a readily identifiable *Mrtf* ortholog, namely flatworms (*Platyhelminthes*) and Placazoa (Figure 2—figure supplement 2). We included an N-terminal 3xFLAG tag and refer to the allele as *Srf^aI^*. As a control, we generated a separate *Srf^FLAG^* tagged line without the αI helix mutations.

*Srf^FLAG/FLAG^* mice were viable and fertile, confirming that neither the FLAG tag nor targeting strategy affected development. In contrast, no *Srf^aI/aI^* mice were found at weaning age (Table 1). Because we observed no stillborn or dying neonates, we examined embryos at different stages. *Srf^aI/aI^* embryos were recovered in Mendelian ratios until E10.5 but were easily identifiable from E9.5 onward due to their obvious morphological differences from control littermates. Mutant embryos were slightly smaller at E9.5 and most had turning defects that ranged in severity from incompletely turned to totally unturned (Figure 2A). This was accompanied by a wavy neural tube, as seen in many embryos with a deficiency in mesoderm (Figure 2A, middle embryo) and some embryos showed a delay in anterior neural tube closure, indicated by the open midbrain (Figure 2A). Mutant embryos also had a missing or hypoplastic second pharyngeal arch (Figure 2A–B, asterisks). Additionally, the yolk sac showed a crinkled appearance with numerous red blood cells, but no obvious mature blood vessels, indicating the onset of primitive hematopoiesis but not vasculogenesis (Figure 2C).

**Figure 2.**
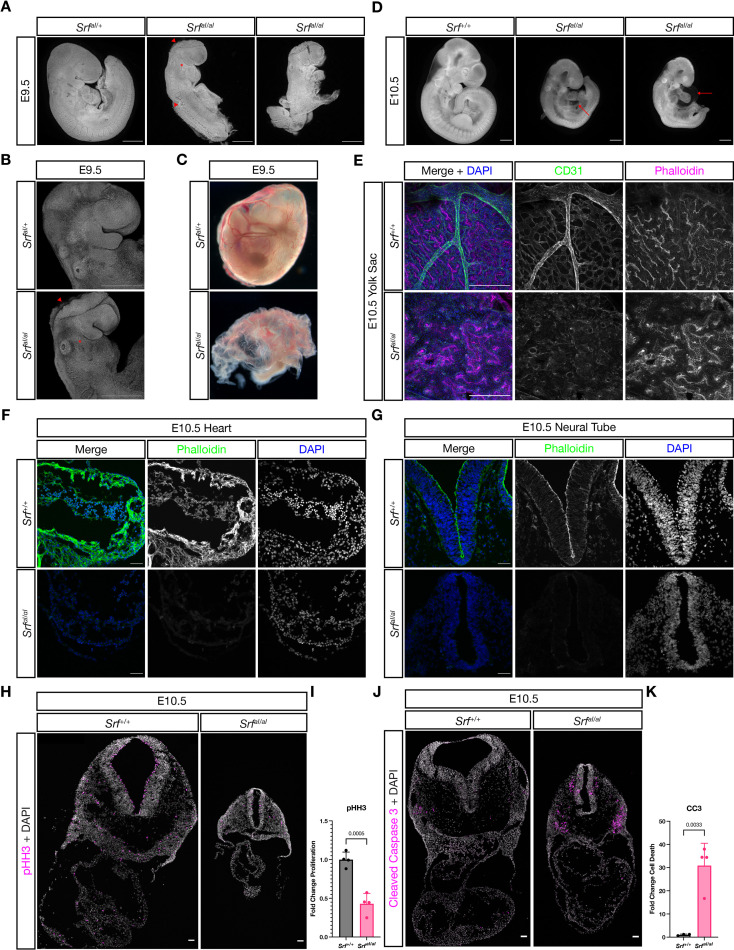
Srf^aI/aI^ embryos succumb at E10.5 with numerous defects. (**A**) DAPI stained E9.5 embryos of the indicated genotypes show that compared to *Srf^aI/+^* embryos, *Srf^aI/aI^* embryos are growth retarded, incompletely turned, have short and disorganized tails, a wavy neural tube (red arrowhead, trunk), delayed anterior neural tube closure (red arrowhead, head), and a hypoplastic or missing second pharyngeal arch (red asterisk). Scale bar represents 500 μm. (**B**) Higher magnification confocal images of the first two embryos in (**A**). Scale bar represents 500 μm. (**C**) Brightfield images of E9.5 yolk sacs indicate defective vasculogenesis in mutant embryos. (**D**) DAPI-stained E10.5 embryos show more extensive growth retardation, a distended heart tube, and pericardial edema (red arrow). Scale bar represents 500 μm. (**E**) Immunofluorescent staining of E10.5 yolk sacs shows that mutant yolk sacs lack a remodeled vascular plexus or any large vessels. Images are representative of n = 4 embryos of each genotype. Scale bar represents 250 μm. (**F**) Transverse sections through E10.5 embryos at the level of the heart show reduced F-actin intensity via phalloidin staining. Images are representative of n = 4 embryos of each genotype. Scale bar represents 50 μm. (**G**) A similar pattern Is seen in the neural tube. Scale bar represents 50 μm. (**H**) Cell proliferation, indicated through phospho-Histone H3 (Ser10) (pHH3) staining, is reduced in mutant embryos. Scale bar represents 50 μm. (**I**) Quantitation of (**H**), n = 4 each genotype. p = 0.0005, Student’s unpaired two-tailed t-test. (**J**) Cell death, revealed through cleaved caspase three staining, is dramatically increased in mutant embryos. Scale bar represents 50 μm. (**K**) Quantitation of (**J**), n = 3 control embryos and n = 4 mutant embryos. p = 0.0033, Student’s unpaired two-tailed t-test. Columns are the mean and error bars represent the standard deviation in (**I**) and (**K**).

**Figure 2—figure supplement 1.**
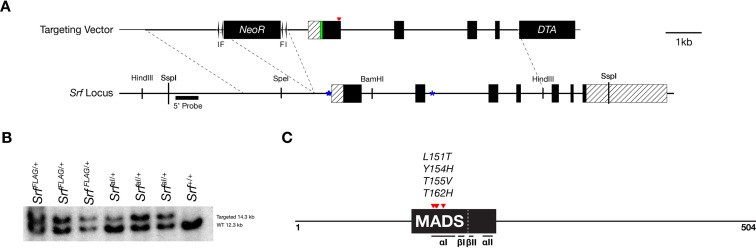
Targeting strategy and validation for Srf^Flag^and Srf^aI^alleles. (**A**) A diagram of the targeting vector and the *Srf* locus. Homology arms containing an N-terminal 3 x FLAG tag with or without mutated SRF αI residues were cloned into a targeting vector containing a *Pgk-NeoR* cassette flanked by loxP (**l**) and FRT (**F**) sequences. Dotted lines demarcate the homology arms relative to the endogenous locus. Exons are dark and UTR regions are striped. The FLAG tag is green and the location of the SRF αI residues is marked by red arrowheads. Autoregulatory CarG elements at –62 bp, –82 bp, and +2800 bp are marked by blue asterisks. (**B**) Southern blot of SspI digested targeted clones and WT genomic DNA blotted with the P32 labeled DNA probe indicated in (**A**). (**C**) Diagram of mouse SRF protein showing the DNA-binding domain as a dark box, the core MADS domain within it is labeled, subdomains are indicated underneath, and the SRF αI mutations are red arrowheads. Domains are based on Zaromytidou et al., 2006 with amino acid numbers adjusted for mouse. The 3 x FLAG tag (not shown) was inserted just downstream of the start codon. Figure 2—figure supplement 1—source data 1.Full gel image of the original scan of the Southern blot used in Figure 2—figure supplement 1B. Figure 2—figure supplement 1—source data 2.Full gel image of the Southern blot used in Figure 2—figure supplement 1B after contrast adjustment.

**Figure 2—figure supplement 2.**
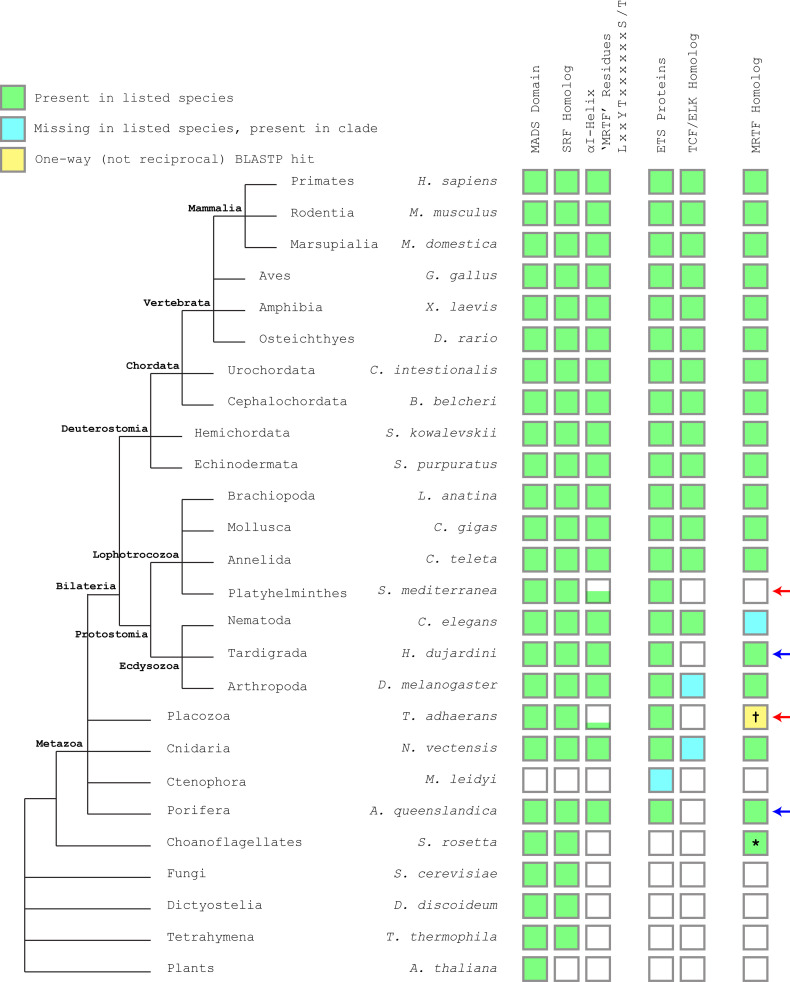
SRF αI helix residues are highly conserved, but drift in clades lacking clear MRTF homologues. Representative species from major clades were subjected to BLASTP searches for mouse SRF, MRTF-B, and ELK1. The presence of a reciprocal best BLASTP hit is denoted in green. If a hit was negative, the search was repeated for the entire clade and identification of a hit is represented in cyan. Negative hits for ELK1 were researched with mouse ETS1 to find any ETS domain proteins. SRF αI residues were manually inspected and divergence is denoted by the height of the green bar in 25% increments, representing the four residues. Red arrows indicate clades where the SRF αI residues diverge that are also missing readily identifiable MRTF homologs, although some of these lineages also lack TCF/ELK homologs. Blue arrows indicate clades where SRF αI residues are conserved along with presence of an MRTF homolog, but that lack an obvious TCF/ELK homolog. The cross indicates that there is a BLASTP hit for *T. adhaerens* (NCBI XP_002109236.1) that has MRTF-like N-terminal actin-binding RPEL motifs, but it is not a reciprocal best hit. This protein aligns closer to PHACTR1 when searched against mouse. PHACTR1, like the MRTFs, contains actin-binding RPEL domains and it remains unclear whether the protein in *T. adhaerens* is a functional MRTF or PHACTR ortholog. The asterisk indicates that although a reciprocal best BLASTP hit for MRTF-B was found in *S. rosetta*, the hit was a short protein fragment and it is unclear if it represents a true MRTF homolog. The genus *Caenorhabditis* lacks an obvious MRTF homolog, but likely MRTF homologs can be found in other nematodes such as *B. malayi*, *L. loa*, and *O. flexuosa*.

**Table 1.** Srf^aI/aI^ embryos are not recovered at weaning. Expected and recovered numbers of embryos of each genotype at weaning (P21). No homozygous mutant embryos were recovered.

Genotype	Expected	Observed
*Srf^+/+^*	7.75	12
*Srf^αI/+^*	15.5	19
*Srf^aI/aI^*	7.75	0

X^2^ Test = 0.0044.

By E10.5, the anterior neural tube had closed but other defects remained or became apparent. Mutant embryos were much smaller than their wild-type or heterozygous littermates (Figure 2D). The developing heart tube appeared distended and thin, and most embryos showed pericardial edema (Figure 2D, arrows). The overall length of mutant embryos was shorter (Figure 2D) and a subset failed to turn, remaining inflected similar to the rightmost embryo in Figure 2A (data not shown). Whole-mount immunostaining of the yolk sac with the endothelial marker CD31/PECAM1 revealed that while wild-type littermates had an extensively remodeled capillary plexus, including the presence of larger vessels, mutant yolk sacs had only a crude primitive capillary plexus, despite the presence of CD31-positive cells (Figure 2E). A reduction in F-Actin levels throughout mutant embryos, including the heart (Figure 2F) and neural tube (Figure 2G), was consistent with reduced SRF-MRTF-mediated transcription of cytoskeletal genes. Additionally, mutant embryos showed reduced cell proliferation and significantly increased cell death (Figure 2H–K).

While striking, the phenotype of *Srf^aI/aI^* embryos is less severe than that reported for *Srf* null mutants, which succumb from E6.5-E8.5 and do not induce expression of the mesoderm marker *T* (Arsenian et al., 1998). We generated homozygous *Srf^-/-^* embryos and found them to be delayed at E6.5 and E7.5 and were not recovered at later stages (data not shown), verifying the early lethality on our genetic background and thus confirming the difference in severity between the *Srf^-^* and *Srf^aI^* alleles.

### The *Srf*^*-*^ and *Srf*^*aI*^ alleles cause similar defects in the anterior mesodermal lineage

In order to make a second comparison between the *Srf^aI^* and *Srf^-^* alleles, we generated *Srf^flox/flox^; Mesp1^Cre/+^* and *Srf^aI/flox^; Mesp1^Cre/+^* embryos and assessed them at E9.5 and E10.5. *Mesp1-Cre* directs recombination in anterior mesoderm, including cardiac mesoderm. This is a tissue where SRF-MRTF interactions are known to be required, particularly through SRF-Myocardin activity in the developing heart and vascular smooth muscle (Li et al., 2003; Miano et al., 2004; Niu et al., 2005; Parlakian et al., 2004). In addition, the wavy neural tube phenotype that we observed in *Srf^aI/aI^* is often associated with mesoderm deficiency.

Both *Srf^flox/flox^; Mesp1^Cre/+^* and *Srf^aI/flox^; Mesp1^Cre/+^* embryos were inviable after E10.5 and exhibited similar phenotypes. Mutant embryos were small, had turning defects (or arrested prior to or during the turning process), pericardial edema, and hypoplastic hearts. They appeared quite similar to *Srf^aI/aI^* embryos and phenocopied *Myocd* mutants (Figure 3A–B; Li et al., 2003). At E9.5, we observed a wavy neural tube in *Srf^aI/flox^; Mesp1^Cre/+^* embryos, indicating this phenotype is at least partially attributable to defects in mesoderm. Notably, although *Srf^aI/flox^; Mesp1^Cre/+^* and *Srf^flox/flox^; Mesp1^Cre/+^* embryos were broadly similar, *Srf^flox/flox^; Mesp1^Cre/+^* embryos were more strongly affected, being reproducibly smaller and completely unturned. Although these embryos were generated from separate crosses, precluding direct comparisons, the observations were consistent across multiple litters. We conclude from this analysis that the *Srf^aI^* allele is less severe than the *Srf^-^* allele, but nevertheless represents a significant curtailment of SRF activity. Moreover, because *Srf^aI/flox^; Mesp1^Cre/+^* and *Srf^aI/aI^* embryos are so similar, the *Srf^aI/aI^* phenotype is not a secondary consequence of placental insufficiency, a common cause of cardiovascular and neural phenotypes (Perez-Garcia et al., 2018), as *Mesp1^Cre/+^* labels anterior embryonic and extraembryonic (i.e. yolk sac) mesoderm, but not the trophectoderm-derived placenta (Saga et al., 1999).

**Figure 3.**
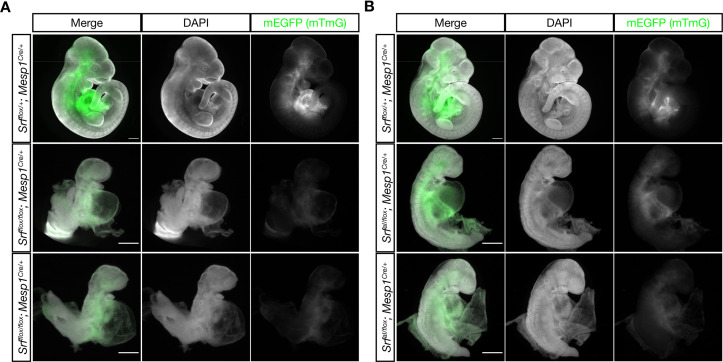
The Srf^aI^*and* Srf^flox^ alleles exhibits similar defects in anterior mesoderm. (**A**) E10.5 littermate embryos were stained with DAPI and imaged. Loss of *Srf* in the *Mesp1-Cre* lineage causes embryos to be undersized with pericardial edema, hypoplastic hearts, and turning defects. Phenotype observed in n = 3/3 mutant embryos. (**B**) A similar experiment in which *Srf^aI^* is the only *Srf* allele expressed in the *Mesp1-Cre* lineage. These embryos appear comparable to the mutant embryos in (**A**), although they are clearly less severely affected as they are slightly larger and partially turned. Phenotype observed in n = 3/3 mutant embryos. Scale bar represents 500 μm in all images. Note the 2 x higher crop in mutant embryos to better illustrate phenotypes.

### Srf^aI/flox^; Wnt1-Cre^Tg/+^ embryos do not display craniofacial defects at E13.5

We next asked whether *Srf^aI/flox^; Wnt1-Cre^Tg/+^* embryos would display similar defects to *Srf^flox/flox^; Wnt1-Cre^Tg/+^* embryos, as we expected. Surprisingly, these embryos appeared completely normal at E13.5 (Figure 4A), when *Srf^flox/flox^; Wnt1-Cre^Tg/+^* embryos are already dying and display obvious craniofacial abnormalities.

**Figure 4.**
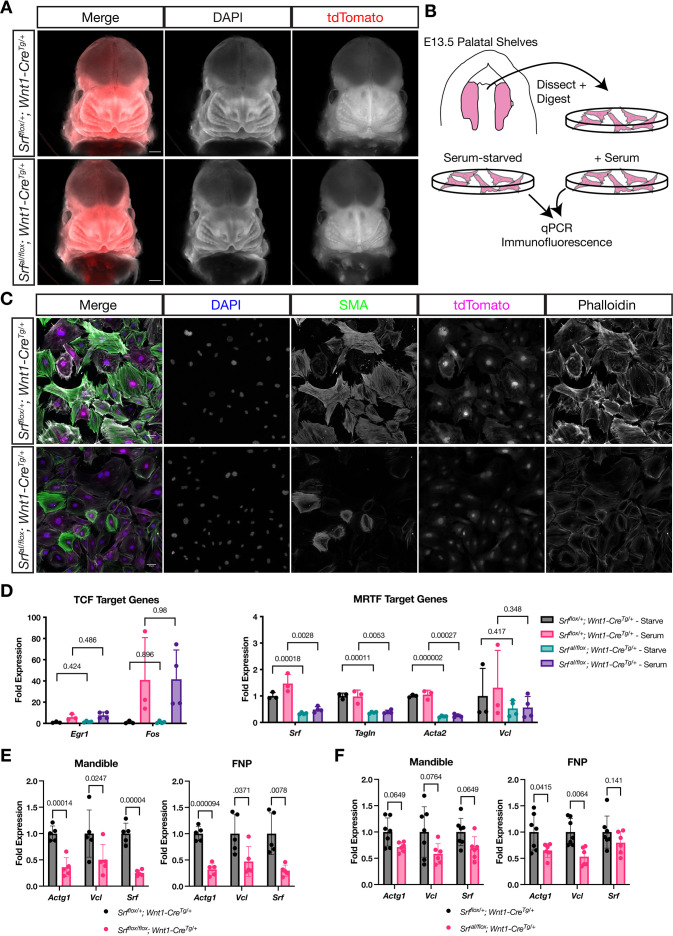
NC Srf^aI^conditional mutants are normal at E13.5. (**A**) DAPI stained E13.5 littermate embryos carrying a *ROSA26^TdT/+^* Cre reporter show no apparent craniofacial defects in conditional mutants. Scale bar represents 500 μm. (**B**) Diagram illustrating the culture of MEPM cells. (**C**) Immunofluorescent staining of passage 2 MEPM cells shows reduced F-actin and SMA fluorescence in mutant cells compared to cells from heterozygous littermate control embryos. Scale bar represents 50 μm. (**D**) RT-qPCR from serum-starved and serum-stimulated MEPM cells indicates no difference in IEG expression (*Egr1, Fos*) but a significant defect in *Srf*, *Tagln,,* and *Acta2* expression and a downward trend in *Vcl* expression. Values are fold expression of control starved cells. N = 3 control lines and n = 4 mutant lines. (**F**) RT-qPCR from E11.5 FNPs and mandibles shows a significant reduction in *Actg1*, *Vcl*, and *Srf* expression in *Srf* NC conditional knockouts compared to control conditional heterozygous littermates. N = 5 each genotype. (**G**) Assaying the same genes and tissues as (**F**) using *Srf^aI^* NC conditional mutants shows a downward trend or significant reduction approximately half as large as (**F**). N = 7 controls and n = 6 mutants. For (**E–G**) significance was determined by Student’s unpaired t-test with two-stage step-up correction (Benjamini, Krieger, and Yekutieli) for multiple comparisons. q-values are indicated on the graphs. Columns are the mean and error bars represent the standard deviation.

**Figure 4—figure supplement 1.**
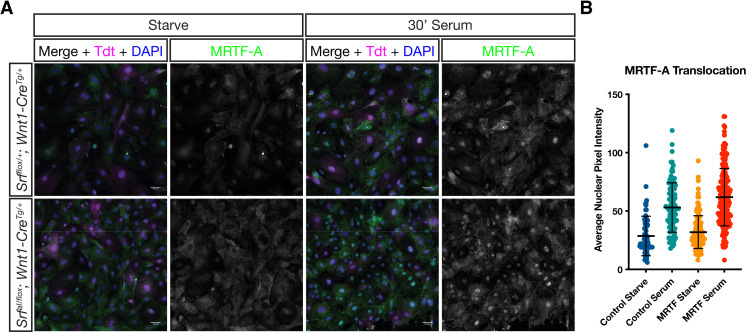
MRTF-A translocates to the nucleus normally in response to serum stimulation in mutant MEPM cells. (**A**) Serum starved or stimulated P2 primary MEPM cells from *Srf^aI/flox^; Wnt1-Cre^Tg/+^; ROSA26^TdT/+^* (mutant) and *Srf^flox/+^; Wnt1-Cre^Tg/+^; ROSA26^TdT/+^* (control) embryos were stained for MRTF-A and DAPI. (**B**) Nuclear MRTF-A levels were quantified using the DAPI channel to identify nuclei. Dots represent individual cells pooled from n = 2 unique cell lines for each genotype. Horizontal bars are the mean and error bars represent the standard deviation.

We tested whether the *Srf^aI^* allele was behaving as expected in the NC lineage using MEPM cells cultured from E13.5 *Srf^aI/flox^; Wnt1-Cre^Tg/+^; ROSA26^TdT/+^* (mutant) and *Srf^flox/+^; Wnt1-Cre^Tg/+^; ROSA26^TdT/+^* (control) palatal shelves (Figure 4B). We assessed the expression of genes preferentially regulated by SRF-TCF activity, such as the IEGs, and those regulated by SRF-MRTF activity, namely cytoskeletal genes. At the protein level, immunofluorescent staining of MEPM cells for F-actin and smooth muscle actin (SMA) showed reduced intensity in mutant cell lines compared to control lines (Figure 4C). We also assessed gene expression at the mRNA level by qPCR in starved and serum-stimulated lines. While we noted no significant changes in the expression of the IEGs *Egr1* and *Fos* (Figure 4D), levels of *Tagln* (SM22) and *Acta2* (the gene encoding SMA) were significantly downregulated in both conditions, and we noted a downward trend in *Vcl* expression (Figure 4D). *Srf* itself was also significantly downregulated, likely due to autoregulation via the several CArG elements at the *Srf* locus (Figure 4D, Figure 2—figure supplement 1A). We confirmed that MRTF-A translocated to the nucleus in response to serum in control and mutant cell lines, indicating that the regulated localization of MRTF-A is not affected but that SRF^aI^ fails to productively interact with MRTF-A despite its nuclear localization, thereby affecting transcription of MRTF targets (Figure 4—figure supplement 1A-B).

Since we saw striking changes in these cells in culture but no phenotype up to this stage in the embryo, we sought to compare gene expression differences in *Srf^aI/flox^; Wnt1-Cre^Tg/+^* and *Srf^flox/flox^; Wnt1-Cre^Tg/+^* embryos. We assessed two of the most strongly affected DEGs from our RNA-Seq, *Actg1* and *Vcl*, and *Srf* itself in both models. In E11.5 *Srf^flox/flox^; Wnt1-Cre^Tg/+^* facial prominences, we found a strong reduction in expression of all three genes, confirming our RNA-Seq data (Figure 4E). The same genes were downregulated in *Srf^aI/flox^; Wnt1-Cre^Tg/+^* prominences, but to a lesser degree than the conditional knockouts (Figure 4F), potentially accounting for the lack of phenotype at this stage.

Because *Srf* interacts genetically with *Pdgfra* in the NC and because SRF-MRTF transcriptional targets were suggested to be of particular importance downstream of PDGFRA signaling, we reasoned that the *Srf^aI^* allele might also interact genetically with *Pdgfra* in this tissue (Vasudevan and Soriano, 2014). To test this possibility, we generated *Srf^aI/+^; Pdgfra^H2B-EGFP/+^; Wnt1-Cre^Tg/+^* triple heterozygous male mice and crossed them with *Srf^flox/flox^; ROSA26^TdT/TdT^* mice but did not observe facial clefting in embryos of any genotype (data not shown).

In summary, cells from *Srf^aI/flox^; Wnt1-Cre^Tg/+^* embryos show the expected changes in gene expression, yet the embryos themselves show no outward signs of the severe craniofacial phenotypes observed in *Srf^flox/flox^; Wnt1-Cre^Tg/+^* embryos at this stage and have milder defects in gene expression.

### Srf^aI/flox^; Wnt1-Cre^Tg/+^ mice succumb in the early postnatal period with outflow tract defects

*Srf^aI/flox^; Wnt1-Cre^Tg/+^* embryos survived until birth, after which they died within the first 2 days of life with visible cyanosis (Figure 5A). We examined E18.5 skeletal preparations for defects in patterning or ossification that may arise after E13.5. Mutant skulls were smaller than in control littermates, but the craniofacial skeleton was patterned normally indicating a developmental delay at this timepoint (Figure 5—figure supplement 1). To determine the underlying cause of cyanosis, we examined the cardiac outflow tract at P0 as the smooth muscle in this region is NC-derived and responsible for proper remodeling of the aortic arch vessels during development. We found a highly penetrant (9/14) patent ductus arteriosus (PDA) exclusively in *Srf^aI/flox^; Wnt1-Cre^Tg/+^* neonates (Figure 5B–C). In this condition, the embryonic shunt from the pulmonary artery to the aorta, the ductus arteriosus, fails to close after birth, making circulation to the lungs inefficient and likely explaining the postnatal cyanosis. We also noted one instance of aberrant right subclavian artery, in which the right subclavian artery originates from the descending aorta instead of the brachiocephalic artery, which only supplies the right common carotid artery in this condition. We also inspected P0 mice from a similar cross on a *Pdgfra^H2B-EGFP/+^* background to assess whether heterozygosity for *Pdgfra* would exacerbate phenotypes at this stage, but neonates were recovered in the expected Mendelian ratios with similar outflow tract defects (Figure 5—figure supplement 2A-B). Two *Srf^aI/flox^; Wnt1-Cre^Tg/+^; Pdgfra^+/+^* from this set of crosses displayed a more severe outflow tract defect: right aortic arch with mirror image branching (2/9; Figure 5C, far right).

**Figure 5.**
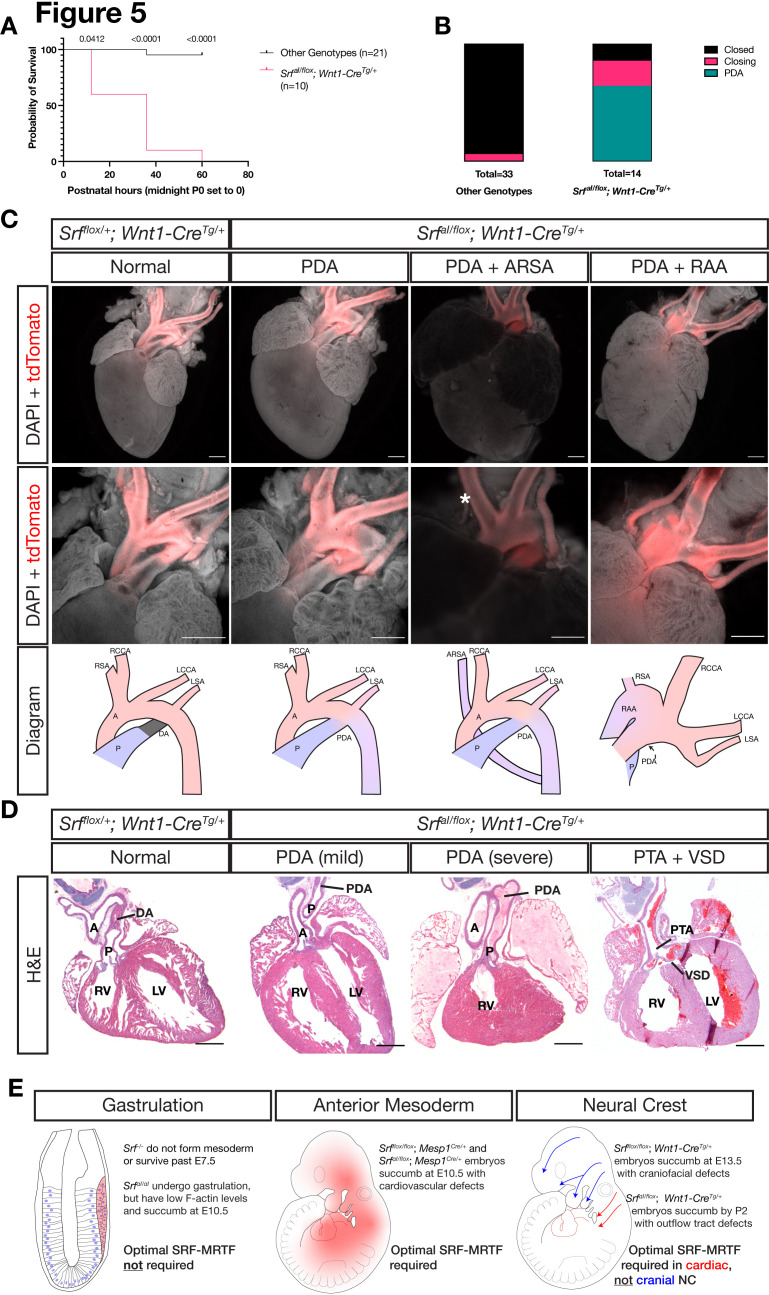
NC Srf^aI^ conditional mutants succumb postnatally with outflow tract defects. (**A**) Kaplan-Meyer survival curve for neonatal *Srf^aI/flox^; Wnt1-Cre^Tg/+^* (Mutant) compared to littermates of all other genotypes (Control). Significance was computed at each timepoint using a Mantel-Cox log-rank test. P0 p = 0.0142, P1 p < 0.0001, P2 p < 0.0001. (**B**) Stacked columns showing the distribution of PDA-related phenotypes in *Srf^aI/flox^; Wnt1-Cre^Tg/+^* neonates compared to littermates of all other genotypes. (**C**) DAPI-stained postnatal day 0 (P0) hearts carrying a *ROSA26^TdT/+^* Cre lineage reporter showing the entire heart (top row) and the outflow tract region (bottom row). Examples of mutant phenotypes such as PDA, ARSA, and RAA. An asterisk indicates where the missing right subclavian artery should be. Note the ARSA mouse had succumbed prior to dissection and the image is dimmer due to the presence of clotted blood. The outflow tract defects are schematized below. Scale bar represents 500 μm. (**D**) Hematoxylin and eosin-stained frontal sections through P0 hearts showing mild to severe PDA and an example of VSD and PTA in mutants. Scale bar represents 500 μm. (**E**) Summary of our results, showing the requirements for SRF versus SRF^aI^ in different tissues and timepoints. A, aorta; ARSA, aberrant right subclavian artery; DA, ductus arteriosus; LCA, left common carotid artery; LSA, left subclavian artery; LV, left ventricle; P, pulmonary artery; PDA, patent ductus arteriosus; PTA, persistent truncus arteriosus; RAA, right aortic arch with mirror image branching; RCA, right common carotid artery; RSA, right subclavian artery.

**Figure 5—figure supplement 1.**
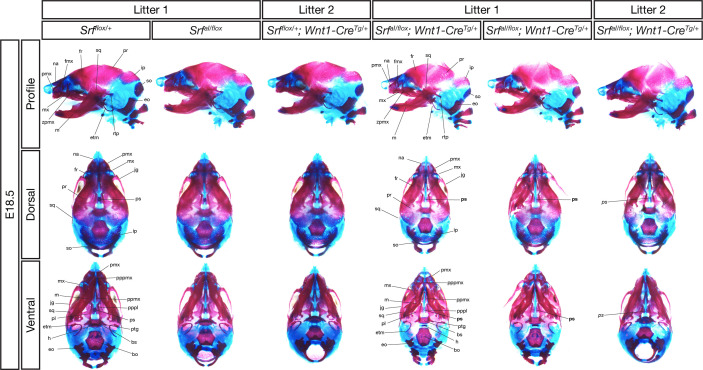
E18.5 conditional mutant skulls are delayed but correctly patterned. Alizarin red (bone) and alcian blue (cartilage) stained E18.5 skulls of the indicated genotypes from two litters are shown. All three conditional mutant embryos were smaller than their control littermates and had less extensive ossification. However, all the indicated bones were present in each genotype, except for the presphenoid bone, which was missing in 2/3 mutants (location of missing bone indicated in bold) and rudimentary in one (italics). Bo, basioccipital; bs, basisphenoid; eo, exoccipital; etm, ectotympanic; fmx, frontal process of maxilla; fr, frontal; h, hyoid; ip, interparietal; jg, jugal; m, mandible; mx, maxilla; na, nasal; pl, palatine; pmx, premaxilla; ppmx, palatal process of maxilla; pppl, palatal process of palatine; pppmx, palatal process of premaxilla; pr, parietal; ps, presphenoid; ptg, pterygoid; rtp, retrotympanic process; so, supraoccipital; sq, squamosal; zpmx, zygomatic process of maxilla.

**Figure 5—figure supplement 2.**
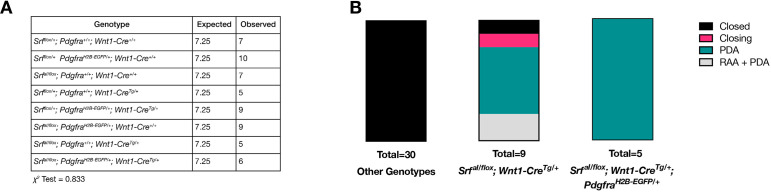
Pdgfra *and* Srf^aI^ do not interact genetically in NC. (**A**) Expected and recovered numbers of embryos of each genotype at birth (P0). No significant deviation from Mendelian ratios was observed. (**B**) PDA-related phenotypes in *Srf^aI/flox^; Wnt1-Cre^Tg/+^* neonates are not exacerbated by the loss of one copy of *Pdgfra*.

Sections through *Srf^aI/flox^; Wnt1-Cre^Tg/+^* and control *Srf^flox/+^; Wnt1-Cre^Tg/+^* hearts confirmed the macroscopically observed PDAs and also revealed one instance of ventricular septal defect (VSD) with persistent truncus arteriosus (PTA), a failure of the truncus arteriosus to fully septate into the aorta and pulmonary artery, out of ten mutant hearts examined (Figure 5D). Mutant embryos that survived the first several hours of life had a milk spot, indicating they did not have pronounced defects in olfaction or the craniofacial bones, nerves, and muscles required for suckling. Thus, while the *Srf^aI^* allele is surprisingly well-tolerated in the cranial NC lineage throughout most of development, it is required in the cardiac NC-derived smooth muscle of the cardiac outflow tract to support postnatal life, highlighting a critical role for SRF-MRTF interactions in this particular NC lineage (Figure 5E).

## Discussion

SRF is a ubiquitously expressed transcription factor whose transcriptional output is strongly influenced by its cofactors, the TCFs and MRTFs. These cofactors, in turn, are regulated both by specific expression patterns (e.g. *Myocd* specifically in muscle) and by signaling pathways, such as ERK1/2 and PI3K (Posern and Treisman, 2006; Figure 1A). We sought to better understand the relationship between SRF, its cofactors, and mutant phenotypes in both a general and a tissue-specific manner.

Our previous study demonstrated a requirement for *Srf* in the NC lineage (Vasudevan and Soriano, 2014), so we first investigated how loss of SRF in this tissue affected gene expression. We found normal early NC patterning but misexpression of cytoskeleton-related genes in *Srf^flox/flox^; Wnt1-Cre^Tg/+^* embryos (Figure 1C–F, Figure 1—figure supplements 1 and 2E). Comparing the DEGs with known SRF and cofactor targets showed particular enrichment for MRTF targets in our datasets (Figure 1G–H, Figure 1—figure supplement 2F-G), consistent with SRF’s well-known function regulating cytoskeletal genes and the dominant role of MRTF cofactors in the serum response (Esnault et al., 2014). To test the supposition that SRF-MRTF activity would be the main driver of NC SRF activity, we made a new *Srf^aI^* mouse model harboring point mutations that specifically disrupt SRF-MRTF-DNA complex formation (Zaromytidou et al., 2006).

Homozygous *Srf^aI/aI^* embryos died at E10.5 with defects in the yolk sac vasculature, heart, and neural tube and exhibited reduced F-actin levels (Figure 2A–F). Both the timing of lethality and gross appearance of the embryos strongly resemble *Myocd^-/-^* mutant mice (Li et al., 2003). The phenotype is much less severe than *Srf^-/-^* embryos, however, which die around E7.5 and fail to induce mesoderm (Arsenian et al., 1998; Niu et al., 2005). Expression of the *Srf^aI^* allele specifically in the *Mesp1^Cre^* mesodermal lineage also resulted in lethality at E10.5 and defects almost as severe as complete loss of *Srf* in this same lineage (Figure 3). The similarity of the two alleles in the *Mesp1^Cre^* lineage compared against their strikingly different phenotypes in gastrula-stage embryos suggested there may be time or tissue specific requirements for SRF-MRTF activity.

We went on to test the *Srf^aI^* allele in the NC lineage, where we presumed it would be critically important. Similar to the early embryo, expression of the *Srf^aI^* allele was well tolerated in NC and we found no facial cleft or bleb in our *Srf^aI/flox^; Wnt1-Cre^Tg/+^* mice, as in *Srf^flox/flox^; Wnt1-Cre^Tg/+^* mice (Figure 4A). The allele also failed to interact genetically with *Pdgfra* in this lineage, suggesting PDGF signaling may rely on MRTF-independent SRF activity (Figure 5—figure supplement 2A-B). Nevertheless, this mutation in NC does have a profound developmental effect as *Srf^aI/flox^; Wnt1-Cre^Tg/+^* mice completed gestation but died by postnatal day 2 with visible cyanosis (Figure 5A). Examination of the cardiac outflow tract revealed numerous defects including PDA, right aortic arch, and one instance of VSD with PTA (Figure 5C–D). This result is reminiscent of mice with a hypomorphic gene trap mutation in *Mrtfb* and mice carrying a conditional deletion of *Myocd* in the NC (Huang et al., 2008; Li et al., 2005b), both of which result in early postnatal lethality due to defects in outflow tract development. Similarly, NC conditional *Srf* mutants on a genetic background that permitted later development exhibit outflow tract defects at E16.5 (Newbern et al., 2008). These studies and our own results together highlight a critical role for SRF-MRTF interactions in cardiac NC development. A summary of the tissue-specific sensitivities we found to loss of *Srf* or *Srf^aI^* expression is depicted in Figure 5E.

We considered three possible explanations for the tolerance of the *Srf^aI^* allele in NC and early embryo, which are not mutually exclusive: (i) that TCFs are more important than previously recognized or are redundant with MRTFs in some respects, (ii) that different tissues may have different thresholds for SRF-MRTF activity and that our point mutant may interact differently with different MRTF family members, and (iii) that SRF may utilize cofactors other than MRTFs and TCFs or have cofactor-independent (i.e. basal) activity sufficient to support development in some contexts.

The first possibility is that TCF factors play a more important role than previously thought or can act redundantly with MRTFs. Because TCF triple mutant embryos survive until E14.5 without obvious morphological defects (Costello et al., 2010), we find it unlikely that TCF-specific activity could explain the tolerance of *Srf^aI^* during gastrulation or in NC. However, it has been shown that some SRF targets can be bound and regulated by both MRTF and TCF factors (Esnault et al., 2014), raising the possibility of cofactor redundancy. Yet, most studies to date indicate that rather than acting redundantly, MRTFs and TCFs mediate distinct and opposing phenotypic outcomes, contractility and proliferation, respectively (Gualdrini et al., 2016; Wang et al., 2004). Indeed, a potential result of this competition is that the consequences of suppressing SRF-MRTF interactions could vary according to the level of TCF expression in a given cell type. While we cannot rule out the possibility that TCFs are the primary SRF cofactors in NC or function redundantly to MRTFs without further genetic experiments, this explanation is difficult to reconcile with the existing literature. Although there is no known *Srf* allele that blocks TCF binding while leaving MRTF binding unperturbed, the V194E mutation (V189E in mouse) disrupts SRF interaction with both cofactors (Ling et al., 1998). Generating a mouse model of this allele would shed considerable light on the question of TCF/MRTF redundancy.

A second explanation is that non-muscle lineages may be able to function with minimal, but not zero, SRF-MRTF activity. It is possible that the *Srf^aI^* allele substantially impairs but does not eliminate SRF-MRTF-DNA complex formation and functions as a hypomorph. In vitro gel shift assays for SRF-MRTF-DNA complex formation using purified components and single molecule imaging of SRF in cells both indicate a substantial disruption of SRF-MRTF activity for this allele, but the gel shift experiments that first characterized these mutations detected 5–10% residual complex formation (Hipp et al., 2019; Zaromytidou et al., 2006). Our own data demonstrate that homozygous *Srf^aI/aI^* embryos grossly phenocopy *Myocd^-/-^* mutants (Figure 2) and *Srf^aI/flox^; Mesp1-Cre^Tg/+^* and *Srf^flox/flox^; Mesp1-Cre^Tg/+^* embryos were similar, though not identical (Li et al., 2003). On the other hand, double conditional mutants for *Mrtfa/Mrtfb* largely *do* phenocopy *Srf* conditional mutants in several tissues (Cenik et al., 2016; Guo et al., 2018; Li et al., 2005a; Trembley et al., 2015). Therefore, we may be observing differing dosage requirements for SRF-MRTF activity in distinct tissues. Muscle lineages, such as cardiovascular cells affected by *Mesp1^Cre^* and NC-derived outflow tract smooth muscle affected by *Wnt1-Cre,* may need optimal SRF-MRTF output and are therefore strongly affected by the *Srf^aI^* allele. Non-muscle lineages such as the cranial NC may survive and develop properly with only residual SRF-MRTF transcription. The *Srf^aI^* allele might more strongly suppress Myocardin compared to MRTFA/B, which could also contribute to the tissue-specific requirements we observe. Two predictions of this threshold model are that conditional ablation of *Mrtfa/Mrtfb* in NC would phenocopy conditional loss of *Srf* and that *Mrtfa/*Mrtfb double mutant embryos should succumb around E7.5 as *Srf* null embryos do. Conversely, non-muscle lineages where conditional ablation of *Mrtfa/Mrtfb* yields *Srf*-like phenotypes, such as podocytes and epicardium, should be indifferent to the *Srf^aI^* mutations.

The issue of SRF tissue-specific dosage effects may have relevance to human disease. A recent study performed targeted sequencing of *SRF* in nonsyndromic conotruncal heart defect patients and identified two novel mutations with reduced transcriptional output, one from a patient with VSD and the other with Tetralogy of Fallot with right aortic arch (Mengmeng et al., 2020). Thus, tuning of SRF output may modulate disease in a tissue-specific manner. Along these lines, mutations in *MYOCD* cause congenital megabladder and associated cardiovascular phenotypes such as PTA and VSD in humans, but monoallelic mutations affect only males whereas biallelic mutations affect both sexes (Houweling et al., 2019). Furthermore, heterozygosity for *FLNA*, a gene we found strongly affected by loss of *Srf* in mouse NC, causes the human disease Periventricular Heterotopia I and affected females present with PDA, whereas hemizygous males die during gestation (Fox et al., 1998). 

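*Flna*, the mouse gene of filamin A, an actin cross-linking protein, lies on the X chromosome of GRCm38 from 74223461 to 74249820 on the minus strand. Its level was 323 ± 34.7 TPM in control and 209 ± 15.3 TPM in mutant FNPs, and 343 ± 33.4 and 213 ± 9.06 TPM in mandibles (SD, n = 4, two-sided exact permutation p = 0.0286 in either tissue). In the joint model *Flna* fell to 63.2% of the control level, a log2 fold change of -0.66 (SE 0.0571, limma with Benjamini-Hochberg adjusted p = 3.17e-06). The FNP alone gave -0.64 (SE 0.0871, limma with Benjamini-Hochberg adjusted p = 0.0362), a call that was lost in 10 other settings.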

Intriguingly, NC-specific conditional knockout of *Flna* causes perinatal lethality with outflow tract defects in mice (Feng et al., 2006). It would be interesting to further explore the notion of tissue-specific thresholds for SRF-cofactor complexes in future studies.

A third explanation is that SRF functions with additional factors that regulate gene expression independent of or redundantly with MRTFs (and/or TCFs) or has sufficient basal activity to support development in some tissues. Although MRTFs and TCFs are the most well-studied SRF cofactors, many other TFs have been shown to interact with SRF, including but not limited to Homeodomain proteins (Chen et al., 1996; Chen et al., 2002; Grueneberg et al., 1992; Shin et al., 2002), GATA factors (Belaguli et al., 2000; Morin et al., 2001), and Forkhead-family transcription factors (Freddie et al., 2007; Liu et al., 2005), as well as the Initiator-binding protein TFII-I (Grueneberg et al., 1997; Kim et al., 1998). Many of these studies were performed in muscle cells and it is unclear which cofactors might act independently of MRTFs. However, several of these genes or their orthologues are expressed in the cranial NC at E10.5 and E11.5, when cleft formation begins in *Srf^flox/flox^; Wnt1-Cre^Tg/+^* embryos (Minoux et al., 2017). One candidate is the homeodomain protein PRRX1/PHOX1/MHOX, which was shown to form complexes with SRF mediated by TFII-I (Grueneberg et al., 1997). Double mutants for *Prrx1* and its orthologue *Prrx2* have defects of the craniofacial skeleton, aortic arch arteries, and ductus arteriosus (Bergwerff et al., 2000; Lu et al., 1999). *Gtf2i* mutants (the gene encoding TFII-I) rarely survive past E10.5 but can exhibit a facial cleft, hemorrhaging, and hypoplastic pharyngeal arches (Enkhmandakh et al., 2009). Whether SRF mediates transcription on its own, independently of MRTFs and TCFs, or perhaps using additional tissue-specific cofactors, would be exciting to determine.

In conclusion, we found that the primary transcriptional consequence of losing *Srf* in NC was a defect in actin cytoskeleton-related gene expression. Using a novel *Srf^aI^* allele to perturb SRF’s interactions with MRTFs, the primary cofactors regulating the cytoskeletal transcription program, we uncovered a crucial role for SRF-MRTF activity in the cardiac NC, but surprisingly found the mutation well-tolerated in the cranial NC. Further study will be necessary to determine the relevant SRF-cofactor ensembles in different developmental contexts.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Srf*	MGI, Ensembl, UniProt	Srf, ENSMUSG 00000015605, Q9JM73	
Strain, strain background (*Mus musculus*)	129S4/SvJaeJ	IMSR, Jackson Labs	009104	All the subsequent genetic reagents were made on or backcrossed to this strain
Genetic reagent (*Mus musculus*)	*Srf^FLAG^*	This paper	To be submitted to Jackson Labs	3x-FLAG tag knocked in to SRF’s N-terminus
Genetic reagent (*Mus musculus*)	*Srf^aI^*	This paper	To be submitted to Jackson Labs	Alpha-I helix mutations knocked into SRF and identical 3x- FLAG to above
Genetic reagent (*Mus musculus*)	*Wnt1-Cre*	IMSR, Jackson Labs	*H2az2^Tg(wnt1-cre)11Rth^*RRID:IMSR_JAX:003829	
Genetic reagent (*Mus musculus*)	*Mesp1^Cre^*	IMSR, Jackson Labs	*Mesp1^tm2(cre)Ysa^*RRID:IMSR_HAR:3358	
Genetic reagent (*Mus musculus*)	*Srf^flox^*	IMSR, Jackson Labs	*Srf^tm1Rmn^*RRID:IMSR_JAX:006658	
Genetic reagent (*Mus musculus*)	*MORE-Cre*	IMSR, Jackson Labs	*Meox2^tm1(cre)Sor^*RRID:IMSR_JAX:003755	
Genetic reagent (*Mus musculus*)	*R26R^TdT^*	IMSR, Jackson Labs	*Gt(ROSA) 26Sor^tm14(CAG-tdTomato)Hze^*RRID:IMSR_JAX:007914	
Genetic reagent (*Mus musculus*)	*R26R^mTmG^*	IMSR, Jackson Labs	*Gt(ROSA) 26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^*RRID:IMSR_JAX:007676	
Cell line (*Mus musculus*)	MEPM	This paper		Primary cell line derived in lab. Used and extinguished by passage 2.
Other	DMEM High Glucose	Invitrogen	11965118	
Other	Penicillin-Streptomycin (10,000 U/mL)	Gibco	15140122	100 x stock used at 0.5 x
Other	L-Glutamine (200 mM)	Gibco	2 5030081	100 x stock used at 1 x
Other	Characterized Fetal Bovine Serum, CA Origin	HyClone	SH30396.03	Lot AC10235406
Antibody	Rat anti-CD31 (rat monoclonal)	BD Biosciences	BD Biosciences Cat# 553370, RRID:AB_394816	IF(1:50)
Antibody	anti-Cleaved Caspase 3 (rabbit monoclonal)	Cell Signaling	Cell Signaling Technology Cat# 9665, RRID:AB_2069872	IF(1:400)
Antibody	anti phospho-Histone H3 (Ser10) (rabbit polyclonal)	Millipore	Millipore Cat# 06–570, RRID:AB_310177	IF(1:500)
Antibody	anti-MKL1 (rabbit polyclonal)	Proteintech	Proteintech Cat# 21166–1-AP, RRID:AB_2878822	IF(1:100)
Antibody	anti-SMA (rabbit monoclonal)	Cell Signaling	Cell Signaling Technology Cat# 19245, RRID:AB_2734735	IF(1:200)
Antibody	Goat anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 488	Thermo Fisher	Thermo Fisher Scientific Cat# A32723, RRID:AB_2633275	IF(1:500)
Antibody	Goat anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 555	Thermo Fisher	Thermo Fisher Scientific Cat# A32732, RRID:AB_2633281	IF(1:500)
Other	Phalloidin-Alexa Fluor 647	Invitrogen	Cat A22287	IF(1:400)
Recombinant DNA reagent	Alx3 (plasmid, in situ probe)	This paper		doi.10.5061/dryad.mgqnk9916
Recombinant DNA reagent	Fgf8 (plasmid, in situ probe)	Crossley and Martin, 1995	pBS-SK-Fgf8	doi.10.5061/dryad.mgqnk9916
Recombinant DNA reagent	Msx1 (plasmid, in situ probe)	Hong and Krauss, 2012		doi.10.5061/dryad.mgqnk9916
Recombinant DNA reagent	Shh (plasmid, in situ probe)	This paper		doi.10.5061/dryad.mgqnk9916
Recombinant DNA reagent	Six3 (plasmid, in situ probe)	This paper		doi.10.5061/dryad.mgqnk9916
Sequence- based reagent	Srf_flox_F	Holtz and Misra, 2008	genotyping primers	TGCTTACTGG AAAGCTCATGG
Sequence-based reagent	Srf_flox_R	Holtz and Misra, 2008	genotyping primers	TGCTGGTTTG GCATCAACT
Sequence-based reagent	Srf_null_R	This paper	genotyping primers	CTAACCCTGC CTGTCCTTCAUse with Srf_flox_F
Sequence- based reagent	Srf_flag_F	This paper	genotyping primers	GATGAACGA TGTGACCTCGC
Sequence- based reagent	Srf_flag_R	This paper	genotyping primers	AGGGAGGA GCCAACTCCTTA
Sequence- based reagent	aR4	Hamilton et al., 2003	genotyping primers	CCCTTGTGG TCATGCCAAACFor Pdgfra^EGFP^
Sequence- based reagent	aR5	Hamilton et al., 2003	genotyping primers	GCTTTTGCC TCCATTA CACTGGFor Pdgfra^EGFP^
Sequence- based reagent	lox	Hamilton et al., 2003	genotyping primers	ACGAAGTTAT TAGGTCC CTCGACFor Pdgfra^EGFP^
Sequence- based reagent	Cre_800	This paper	genotyping primers	GCTGCCACGAC CAAGTGACA GCAATG
Sequence- based reagent	Cre_1200	This paper	genotyping primers	GTAGTTATTC GGATCATCAG CTACAC
Sequence- based reagent	morefor	Tallquist and Soriano, 2000	genotyping primers	GGGACCACC TTCTTTTGGCTTC
Sequence- based reagent	morerev	Tallquist and Soriano, 2000	genotyping primers	AAGATGTGGAG AGTTCGGGGTAG
Sequence- based reagent	morecre	Tallquist and Soriano, 2000	genotyping primers	CCAGATCCTC CTCAGAA ATCAGC
Sequence- based reagent	R26mTmG_F	Muzumdar et al., 2007	genotyping primers	CTCTGCTGC CTCCTGGCTTCT
Sequence- based reagent	R26mTmG_wt_R	Muzumdar et al., 2007	genotyping primers	CGAGGCGG ATCACAA GCAATA
Sequence- based reagent	R26mTmG_mut_R	Muzumdar et al., 2007	genotyping primers	TCAATGGGCG GGGGTCGTT
Sequence- based reagent	R26Tdt_wt_F	Madisen et al., 2010	genotyping primers	AAGGGAGCT GCAGTGGAGTA
Sequence- based reagent	R26Tdt_wt_R	Madisen et al., 2010	genotyping primers	CCGAAAATC TGTGGGAAGTC
Sequence- based reagent	R26Tdt_mut_F	Madisen et al., 2010	genotyping primers	GGCATTAAAGC AGCGTATCC
Sequence- based reagent	R26Tdt_mut_R	Madisen et al., 2010	genotyping primers	CTGTTCCTGT ACGGCATGG
Sequence- based reagent	Acta2_qPCR_F	This paper	qPCR primers	GGCACCACT GAACCCTAAGG
Sequence- based reagent	Acta2_qPCR_R	This paper	qPCR primers	ACAATACCAG TTGTAC GTCCAGA
Sequence- based reagent	Actg1_qPCR_F	This paper	qPCR primers	ATTGTCAATG ACGAGTGCGG
Sequence- based reagent	Actg1_qPCR_R	This paper	qPCR primers	CTTACACTGC GCTTCTTGCC
Sequence- based reagent	Egr1_qPCR_F	This paper	qPCR primers	TGGGATAACTC GTCTCCACC
Sequence- based reagent	Egr1_qPCR_R	This paper	qPCR primers	GAGCGAACAA CCCTATGAGC
Sequence- based reagent	Fos_qPCR_F	This paper	qPCR primers	TCCTACTACCAT TCCCCAGC
Sequence- based reagent	Fos_qPCR_R	This paper	qPCR primers	TGGCACTAGAG ACGGACAGA
Sequence- based reagent	Hprt_qPCR_F	This paper	qPCR primers	TCCTCCTCAG ACCGCTTTT
Sequence- based reagent	Hprt_qPCR_R	This paper	qPCR primers	CATAACCTGG TTCATCATCGC
Sequence- based reagent	Srf_qPCR_F	This paper	qPCR primers	GTGCCACTGG CTTTGAAGA
Sequence- based reagent	Srf_qPCR_R	This paper	qPCR primers	GCAGGTTGGT GACTGTGAAT
Sequence- based reagent	Tagln_qPCR_F	This paper	qPCR primers	GACTGCACTTC TCGGCTCAT
Sequence- based reagent	Tagln_qPCR_R	This paper	qPCR primers	CCGAAGCTAC TCTCCTTCCA
Sequence- based reagent	Vcl_qPCR_F	This paper	qPCR primers	TCTGATCCT CAGTGG TCTGAAC
Sequence- based reagent	Vcl_qPCR_R	This paper	qPCR primers	AAAGCCATTC CTGACCTCAC
Other	BM-Purple	Roche	Cat. #11442074001	
Commercial assay or kit	Luna Universal qPCR Master Mix	New England Biolabs	Cat. #M3003L	
Commercial assay or kit	NEBuilder HiFi DNA Assembly Master Mix	New England Biolabs	Cat. #E2621S	
Commercial assay or kit	RNeasy Plus Mini Kit	Qiagen	Cat. #74,134	
Chemical compound, drug	Gibco Geneticin (G-418)	Thermo FIsher	Cat. #11811031	
Software, algorithm	Salmon	Salmon	Salmon, RRID:SCR_017036	
Software, algorithm	Wasabi	Wasabi		https://github.com/COMBINE-lab/wasabi; Patro, 2019
Software, algorithm	Sleuth	Sleuth	sleuth, RRID:SCR_016883	
Software, algorithm	GraphPad Prism	GraphPad Prism	GraphPad Prism, RRID:SCR_002798	
Other	DAPI stain	Sigma	Cat. #D9542-10mg	(1–5 µg/mL)

### Animal husbandry

All animal experimentation was conducted according to protocols approved by the Institutional Animal Care and Use Committee of the Icahn School of Medicine at Mount Sinai (LA11-00243). Mice were kept in a dedicated animal vivarium with veterinarian support. They were housed on a 13 hr-11hr light-dark cycle and had access to food and water ad libitum.

### Mouse models

The following previously described mouse lines were used: *H2az2^Tg(wnt1-cre)11Rth^* referred to as *Wnt1-Cre* (Danielian et al., 1998), *Mesp1^tm2(cre)Ysa^* referred to as *Mesp1^Cre^* (Saga et al., 1999), *Srf^tm1Rmn^* referred to as *Srf^flox^* (Miano et al., 2004), *Meox2^tm1(cre)Sor^* referred to as *MORE-Cre* (Tallquist and Soriano, 2000), *Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^* referred to as *R26R^TdT^* (Madisen et al., 2010), and *Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^* referred to as *R26R^mTmG^* (Muzumdar et al., 2007). *Srf^FLAG^* and *Srf^aI^* mice were generated by gene targeting. Homology arms of 2 kb and 6.4 kb were cloned into the pPGKneoF2L2DTA backbone. The longer arm was assembled in three fragments using HiFi assembly cloning (NEB) and included a 3 x FLAG tag introduced with a primer. Fragments were amplified from 129S4 genomic DNA using Q5 polymerase (NEB) except for the middle segment of the long arm (i.e. the coding sequence of exon 1), which was amplified from a cDNA clone before or after introducing the αI helix mutations via site-directed mutagenesis. The targeting constructs were linearized and electroporated in AK7 (129S4 lineage) embryonic stem cells. Clones were selected with G418, screened by long-range PCR, and verified by Southern blot. Correctly targeted clones were injected into C57BL6/J E3.5 blastocysts, transferred to pseudopregnant F1 (C57BL6/J X 129S4) surrogates, and chimeras selected based on coat color. Founders were crossed to *MORE-Cre* mice to remove the *NeoR* cassette (Tallquist and Soriano, 2000). All mice were analyzed on a 129S4 co-isogenic background. Genotyping primers are available in Supplementary file 2.

### Conservation

Representative species from the various taxa were subject to BLASTP searches with default parameters using the amino acid sequences for mouse SRF, MKL2, and ELK1. Potential hits were then confirmed by reciprocal BLASTP back to mouse. If a species lacked an ELK1 homolog, the mouse ETS1 sequence was used to search for ETS-domain containing genes. If the given species lacked a hit for a particular search, the search was repeated for the entire taxon. Ctenophora were searched using amino acid sequences for mouse SRF and MEF2C, yeast MCM2, snapdragon Deficiens, and *Arabidopsis* Agamous. No homolog was identified, suggesting loss of MADS proteins in this lineage.

### RNA sequencing

FNPs (LNP+ MNP) and mandibles were carefully removed from E11.5 embryos in ice-cold PBS using fine forceps. A total of eight embryos across two litters representing four mutants and four controls were collected. Total RNA was immediately extracted using the RNeasy Plus Mini kit (Qiagen). RNA quality was assessed by Tapestation and all samples had RIN scores ≥ 9.8. Samples were sent to GeneWiz for PE150 sequencing. There were 14.6–30 m reads / sample and an average of 24.2 m reads / sample.

Reads were pseudo-aligned to the mouse transcriptome (mm10 partial selective alignment method, downloaded from refgenie) using salmon 1.5.0 and the flags –validateMappings –gcBias –numBootstraps 30. Pseudoalignments were processed with wasabi 1.0.1 and analyzed with sleuth 0.30.0–4 with the flag gene_mode = true. Analysis was performed using a full model that accounted for genotype, litter/batch, and tissue-of-origin (for combined tissue analysis only) versus a reduced model consisting only of litter/batch (and tissue-of-origin). Fold-changes and q-values were computed using the Wald test. Volcano plots were made with VolcaNoseR. Heat maps were generated using the Shinyapp HeatMappr. Gene set enrichment analysis for GO terms, ENCODE datasets, etc. were done with the web utility Enrichr (Xie et al., 2021). Enrichment for a custom list of targets was performed using GSEA software 4.10 and normalized read counts for the entire dataset. Analysis for the joint tissue model was run in phenotype mode ( > 7 samples per condition) and for the individual tissue samples in gene_set mode ( < 7 samples per condition) according to the software developer. The maximum number of genes per set was raised to 800 to accommodate the target lists. All other parameters were default.

### MEPM culture

Mouse embryonic palatal mesenchyme cells were generated as described (Fantauzzo and Soriano, 2017). Briefly, palatal shelves were dissected from E13.5 embryos in ice cold PBS using fine forceps. Yolk sac tissue was used for genotyping. Palates from individual embryos were held on ice until dissection was complete and palates were then dissociated using 0.125% Trypsin-EDTA at 37°C for 10 min with occasional trituration using a P1000 pipet. Trypsin was neutralized with an equal volume of growth media (DMEM High Glucose supplemented with Glutamine, Penicillin-Streptomycin, and 10% Fetal Calf III serum) and plated onto culture dishes coated in 0.1% gelatin. Cells were passaged as they approached confluency, every 2–3 days, and used for experiments at passage 2. MEPM cell lines were not screened for mycoplasma as they were used and extinguished by passage 2, but there was no evidence of mycoplasma by DAPI staining and other immortalized cell lines used in the lab tested negative for mycoplasma, so the risk of contamination was negligible.

### Immunofluorescence

MEPM cells were seeded on #1.5 coverslips coated with 0.1% gelatin. For starvation experiments, cells were starved overnight in 0.1% serum then stimulated 30’ with 10% serum. Cells were fixed using 4% PFA in PBS for 10’ at 37 °C. Embryos were dissected in ice cold PBS, fixed one hour in 4% PFA in PBS at 4 °C, rinsed in PBS, cryoprotected in 30% sucrose, and embedded in OCT. Sections were cut at 10 µm thickness using a Leica cryostat. Yolk sacs were fixed one hour in 4% PFA in PBS at 4 °C and stained whole. All samples were rinsed in PBS, blocked and permeabilized in blocking media (PBS, 0.3% TritonX-100, 1% BSA, 5% calf serum) one hour at RT, primary antibody was diluted in fresh blocking media and samples treated overnight at 4 °C, washed 3 x PBS at RT, incubated in Alexa Fluor Plus-conjugated secondary antibodies (Invitrogen) diluted 1:500 in fresh blocking media with 1 μg/ml DAPI for 1–2 hr at RT or overnight at 4 °C, and finally washed 3 x in PBS at RT. Samples were mounted in Prolong Diamond (Invitrogen) mounting media and imaged on a Zeiss AxioObserver inverted fluorescence microscope or a Zeiss 780 upright confocal microscope. Thresholding was performed and scalebars added in the FIJI implementation of ImageJ. All images for a given experiment were processed identically with the exception of Figure 2A where the mutant embryos were brightened compared to the control embryo to better illustrate phenotypes.

Quantitation of cell proliferation and cell death was performed by staining frozen sections with the indicated antibodies. Sections at the level of the heart were imaged using a 10 x objective on a Zeiss 780 confocal microscope, a 1024 × 1024 pixel count and 6 μm step size. Tiling was used with 10% overlap when necessary to image the entire section. Maximum intensity projections were made in the FIJI implementation of ImageJ and identical thresholds used for each embryo to calculate the DAPI-positive and cleaved Caspase 3-positive or phospho-Histone H3 (Ser 10)-positive area on sections at the level of the heart. Any of the embryo’s posterior present in the section was ignored as this region was not present in all sections for all embryos.

Antibodies used were, rat anti-CD31 (BD Pharmingen, 553370) 1:50, rabbit anti-cleaved Caspase 3 (Cell Signaling 9665, 1:400), rabbit anti-phospho Histone H3 (Ser10) (Millipore 06–570, 1:500), rabbit anti-MKL1 (Proteintech, 21166–1-AP) 1:100, rabbit anti-SMA (Cell Signaling, 19245) 1:200. Phalloidin-Alexa Fluor 647 (Invitrogen) was included where indicated during secondary antibody staining at 1:400.

### RT-qPCR

Cells were seeded, passaged, starved, and stimulated as for immunofluorescence except in 12-well tissue culture plates. Embryo facial prominences were dissected in cold PBS and transferred to 1.5 ml microfuge tubes on ice. Following the indicated stimulation regimes when applicable, cells/tissue were lysed in 300 μl RLT buffer supplemented with BME, and RNA isolated using the RNeasy Plus Kit (Qiagen) according to the manufacturer’s instructions. RNA concentration was quantified using a Nanodrop. One μg total RNA was used for reverse transcription. RNA was primed using a 2:1 molar ratio of random hexamer and polydT (Invitrogen) and reverse transcribed with Superscript IV (Invitrogen) according to the manufacture’s protocol. Resulting cDNA was diluted 5 x with water and stored at –20 °C. One μl cDNA was used per qPCR reaction. qPCR was performed using Luna 2 x Master Mix (NEB) on an iQ5 thermocycler (Bio-Rad) in triplicate. Differences in gene expression were calculated by ΔΔCT using *Hprt* for normalization. Primer sequences are listed in Supplementary file 3.

### Nuclear translocation analysis

Cells were starved, treated, and stained as described above and imaged on an inverted Zeiss AxioObserver microscope. Z-stacks were maximum intensity projected in the FIJI implementation of ImageJ, background subtracted, and the DAPI channel used to create a nuclear mask. This mask was then used to measure the average nuclear intensity in the MRTF-A channel for each nucleus. The data presented are the pooled results from two cell lines of each genotype where each dot is an individual nucleus. At least 70 cells were analyzed per condition.

### In situ hybridization

E10.5 embryos were dissected in ice-cold PBS and fixed overnight in 4% FA in PBS at 4 °C, rinsed in PBS, dehydrated through a MeOH series and stored in 100% MeOH at –20 °C. Embryos were stained using standard techniques for the indicated transcripts using published, DIG-labeled probes, and were developed in BM Purple (Roche | Sigma-Aldrich). For *Fgf8* the proteinase-K digestion was omitted in order to maintain integrity of the ectoderm. A detailed protocol is included as Supplementary file 2 and probe sequences are available as SnapGene files at Dryad. https://doi.org/105061/dryadmgqnk9916.

### Histology

P0 hearts were fixed overnight in 4% FA in PBS at 4 °C, rinsed in PBS, dehydrated through an ethanol series, and embedded in paraffin. Five μm sections were cut using a Leica microtome. After drying, sections were stained with Harris modified hematoxylin (Fisher) and Eosin Y using a standard regressive staining protocol.

### Skeletal preparations

Skeletons were stained by standard techniques. Briefly, E18.5 embryos were skinned, eviscerated, fixed in ethanol, stained with.015% alcian blue and.005% alizarin red overnight at 37 ° C, cleared in 1% KOH, processed through a glycerol:KOH series, and photographed in 80% glycerol in PBS.

### Statistical methods

Specific statistical methods, significance values, and n are detailed in the figure legends. For RNA-Seq, statistics were computed using the built-in Wald Test function in the Sleuth analysis package. All other statistics were performed using GraphPad Prism 9.

## Data Availability

The NGS data is available on GEO. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186770. The following dataset was generated: DinsmoreCJ SorianoP 2021Differential regulation of cranial and cardiac neural crest by Serum Response FactorNCBI Gene Expression OmnibusGSE18677010.7554/eLife.75106PMC880618335044299

## Additional files

Supplementary file 1. RNA-Seq gene lists. A Microsoft Excel file containing gene expression analysis for the mandible, FNP, and joint mandible+ FNP datasets, FNP vs mandible dataset, gene lists used to generate Figure 1G–H, raw counts and TPM values for each sample, the variables used for each sample to classify it for analysis in Sleuth (genotype, tissue, and litter) and the Enrichr results used for Figure 1F and Figure 1—figure supplement 2G-H.

Supplementary file 2. Knockout Phenotypes. Summary of the mouse knockout phenotypes for *Srf* and its cofactors, as well as a selection of relevant conditional knockouts discussed in the Introduction and Discussion sections.

Supplementary file 3. Genotyping Primers. A list of genotyping primers and product sizes. All reactions were run for 35 cycles with an annealing temperature of 60 ° C.

Supplementary file 4. qPCR Primers. Forward and reverse primer sequences used for qPCR experiments in Figure 4. All primers are listed 5’ to 3’.

Transparent reporting form

# Supplementary material for: Differential regulation of cranial and cardiac neural crest by serum response factor and its cofactors
**Source:** eLife. 2022 Jan 19;11:e75106. doi: 10.7554/eLife.75106
**Supplement:** Supplementary file 2. — Summary of the mouse knockout phenotypes for Srf and its cofactors, as well as a selection of relevant conditional knockouts discussed in the Introduction and Discussion sections.

**Supplementary file 2. Knockout Phenotypes.**

Summary of the mouse knockout phenotypes for *Srf* and its cofactors, as well as a selection of relevant conditional knockouts discussed in the Introduction and Discussion sections.

| **Genotype** | **Phenotype** | **References** |
| --- | --- | --- |
| Constitutive Knockout Studies | | |
| *Srf^-/-^* | Lethal between E6.5 and E8.5. Fail to induce *T* expression. | (Arsenian et al., 1998; Niu et al., 2005) |
| *Srf^aI/aI^* | Lethal at E10.5. Yolk sac, neural tube, cardiovascular defects. | This Study |
| *Mrtfa^-/-^* | Viable. Females have defect in mammary gland development. | (Li et al., 2006; Y. Sun et al., 2006) |
| *Mrtfb^Gt/Gt^* | Perinatal lethal. Defects in cardiac outflow tract. Rescue with NC-specific transgene. | (J. Li et al., 2005) |
| *Mrtfb^-/-^* | Lethal between E13.5-E15.5. Hemorrhaging and defective cardiovascular development. | (Li et al., 2012; Oh et al., 2005) |
| *Myocd^-/-^* | Lethal from E10.5-E11.5. Cardiovascular defects. Particularly vascular smooth muscle. | (Espinoza-Lewis & Wang, 2014; Li et al., 2003) |
| *Mrtfa^-/-^; Mrtfb^-/-^* | Unknown |  |
| *Elk1^-/-^* | Viable. | (Cesari et al., 2004) |
| *Elk3^-/-^* | Partially viable. Respiratory failure from chylothorax. | (Ayadi et al., 2001; Weinl et al., 2014) |
| *Elk4^-/-^* | Viable, thymocyte positive selection defect. | (Costello et al., 2004) |
| *Elk1^-/-^; Elk3^-/-^; Elk4^-/-^* | Survive until at least E14.5 without morphological defects. Unknown at later stages | (Costello et al., 2010; Gualdrini et al., 2016) |
| Conditional Knockout Studies | | |
| *Srf^flox/flox^; Wnt1-Cre* (Neural crest) | Facial cleft, outflow tract defects, succumbs E13.5-E15.5. | This Study, (Newbern et al., 2008; Vasudevan & Soriano, 2014) |
| *Srf^aI/flox^; Wnt1-Cre* | Succumb postnatally with defects of the cardiac outflow tract. | This Study |
| *Srf^flox/flox^; Mesp1-Cre* (Anterior mesoderm) | Succumb at E10.5 with severe cardiac defects. Undersized, mostly unturned. | This Study |
| *Srf^aI/flox^; Mesp1-Cre* | Succumb at E10.5 with severe cardiac defects. Undersized, partially turned. | This Study |
| *Srf^flox/flox^; Myog-Cre* (Skeletal muscle) | Early postnatal lethality, muscle hypotonia | (S. Li et al., 2005) |
| *Mrtfa^−/−^; Mrtfb^flox/flox^; Myog-Cre* | Similar to above | (Cenik et al., 2016) |
| *Srf^flox/flox^; Nphs2-Cre* (Podocytes) | Podocyte dysfunction including reduced F-actin, structural and gene expression changes, proteinuria | (Guo et al., 2018) |
| *Mrtfa^−/−^; Mrtfb^flox/flox^; Nphs2-Cre* | Similar to above | (Guo et al., 2018) |
| *Srf^flox/flox^; Wt1-Cre* (Epicardium) | Sub-epicardial hemorrhage. | (Trembley et al., 2015) |
| *Mrtfa^−/−^; Mrtfb^flox/flox^; Wt1-Cre* | Sub-epicardial hemorrhage partially due to pericyte reduction. | (Trembley et al., 2015) |
| *Srf^flox/flox^; Pf4-Cre* (Megakaryocytes) | Macrothrombocytopenia. 50% platelet reduction. | (Halene et al., 2010; Smith et al., 2012) |
| *Mrtfa^−/−^; Mrtfb^flox/flox^; Pf4-Cre* | More severe macrothrombocytopenia than above. Distinct gene expression profile from above. | (Smith et al., 2012) |

# Supplementary material for: Differential regulation of cranial and cardiac neural crest by serum response factor and its cofactors
**Source:** eLife. 2022 Jan 19;11:e75106. doi: 10.7554/eLife.75106
**Supplement:** Supplementary file 3. — A list of genotyping primers and product sizes. All reactions were run for 35 cycles with an annealing temperature of 60 ° C.

**Supplementary file 3. Genotyping Primers.**

A list of genotyping primers and product sizes. All reactions were run for 35 cycles with an annealing temperature of 60º C.

| **Reaction** | **Primer 1** | **Primer 2** | **Primer 3** | **Primer 4** | **WT Product** | **Mutant Product** |
| --- | --- | --- | --- | --- | --- | --- |
| *Srf^flox^* | TGCTTACTGGAAAGCTCATGG | TGCTGGTTTGGCATCAACT |  |  | 210 bp | 430 bp |
| *Srf^-^* | TGCTTACTGGAAAGCTCATGG | CTAACCCTGCCTGTCCTTCA |  |  |  | 475 bp |
| *Srf^FLAG^, Srf^aI^* | GATGAACGATGTGACCTCGC | AGGGAGGAGCCAACTCCTTA |  |  | 347 bp | 467 bp |
| *Pdgfra^H2B-EGFP^* | CCCTTGTGGTCATGCCAAAC | GCTTTTGCCTCCATTACACTGG | ACGAAGTTATTAGGTCCCTCGAC |  | 451 bp | 242 bp |
| *Cre* | GCTGCCACGACCAAGTGACAGCAATG | GTAGTTATTCGGATCATCAGCTACAC |  |  |  | 400 bp |
| *MORE-Cre* | GGGACCACCTTCTTTTGGCTTC | AAGATGTGGAGAGTTCGGGGTAG | CCAGATCCTCCTCAGAAATCAGC |  | 411 bp | 311 bp |
| *ROSA26^mTmG^* | CTCTGCTGCCTCCTGGCTTCT | CGAGGCGGATCACAAGCAATA | TCAATGGGCGGGGGTCGTT |  | 330 bp | 250 bp |
| *ROSA26^TdT^* | AAGGGAGCTGCAGTGGAGTA | CCGAAAATCTGTGGGAAGTC | GGCATTAAAGCAGCGTATCC | CTGTTCCTGTACGGCATGG | 297 bp | 196 bp |

# Supplementary material for: Differential regulation of cranial and cardiac neural crest by serum response factor and its cofactors
**Source:** eLife. 2022 Jan 19;11:e75106. doi: 10.7554/eLife.75106
**Supplement:** Supplementary file 4. — Forward and reverse primer sequences used for qPCR experiments in Figure 4. All primers are listed 5’ to 3’.

**Supplementary file 4. qPCR Primers.**

Forward and reverse primer sequences used for qPCR experiments in Figure 4. All primers are listed 5’ to 3’.

| Gene | Forward Primer | Reverse Primer | cDNA amplicon | Genomic amplicon |
| --- | --- | --- | --- | --- |
| *Acta2* | GGCACCACTGAACCCTAAGG | ACAATACCAGTTGTACGTCCAGA | 135 bp | 1822 bp |
| *Actg1* | ATTGTCAATGACGAGTGCGG | CTTACACTGCGCTTCTTGCC | 93 bp | 419 bp |
| *Egr1* | TGGGATAACTCGTCTCCACC | GAGCGAACAACCCTATGAGC | 92 bp | 770 bp |
| *Fos* | TCCTACTACCATTCCCCAGC | TGGCACTAGAGACGGACAGA | 94 bp | 848 bp |
| *Hprt* | TCCTCCTCAGACCGCTTTT | CATAACCTGGTTCATCATCGC | 95 bp | 10935 bp |
| *Srf* | GTGCCACTGGCTTTGAAGA | GCAGGTTGGTGACTGTGAAT | 108 bp | 1875 bp |
| *Tagln* | GACTGCACTTCTCGGCTCAT | CCGAAGCTACTCTCCTTCCA | 100 bp | 4160 bp |
| *Vcl* | TCTGATCCTCAGTGGTCTGAAC | AAAGCCATTCCTGACCTCAC | 103 bp | 41200 bp |

How the deposited data were processed for this re-analysis (not part of the article)

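RNA from the frontonasal prominence (FNP) and the mandible of 8 mouse embryos at E11.5 was sequenced by the authors in 16 libraries. Embryos 3 to 6 were Srf flox/flox; Wnt1-Cre mutants and embryos 1, 2, 7 and 8 were controls, as the sample labels and the authors' deposited design table give them, so that each tissue has 4 libraries per genotype group. The controls were of 3 genotypes, 2 embryos with Wnt1-Cre and 1 floxed allele, 1 embryo with 2 floxed alleles and no Cre, and 1 embryo with 1 floxed allele and no Cre. The design table assigns 5 embryos to the first litter and 3 to the second. Each embryo is a separate animal, and its FNP and mandible libraries come from that animal.

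The authors quantified transcripts with Salmon 1.5.0 against mm10, passed the estimates to sleuth 0.30.0-4 in gene mode and fitted genotype with litter, and tissue in the joint model, with a Wald test. The deposited table named for read counts holds a signal, the authors' estimated counts per gene divided by a size factor of each library, for 15451 genes. These values are not whole reads and whole reads could not be recovered from them, so no count model was fitted to them. The deposited TPM table holds, for 35639 genes, TPM that were also scaled by a factor of each library, so that a library's values sum to 0.921 to 1.07 m. The authors' deposited tables of comparisons give b, its standard error, p-values and q-values. Their b is a natural log fold change: over the 14630 genes tested in the joint model it equals the natural log fold change computed here from the deposited gene values to within 4.00e-10, although the text calls it log2. The authors also give -log10 of each p-value and q-value in the deposited tables, which were not used here. The deposited fold change columns are the number 2 raised to b, and so are not ratios of the groups' means. For the main joint counts at the paper's threshold of 0.25 both scales are given. The overlaps with lists, the list membership, the counts under other settings and the divisions of the embryos use 0.25 on the log2 scale alone.

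The library totals of the deposited gene values were 10.2 to 11.2 m with a median of 10.7 m. The paper gives 14.6 to 30 m reads per sample, a depth that the scaled values do not keep, so the precision of a value is judged from the spread between embryos. A fold change of log2(value + 0.5) understates the change of genes with low values.

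Genes were tested with limma 3.58.1 in R 4.3.3, with a trend of variance on mean value, on log2(value + 0.5), for genes with a value of at least 10 in at least 4 libraries. The comparisons were mutants against controls in both tissues together, with litter and tissue as covariates (16 libraries), in the FNP and in the mandible alone with litter as covariate (8 libraries each), mandible against FNP with litter and genotype as covariates, and the interaction of tissue and genotype. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05. Single levels were compared by two-sided exact permutation tests on TPM. Principal components were computed on the centred log2 values of all genes tested. Coordinates are those of GENCODE vM21 for GRCm38, counted from 1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

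The top of the paper's joint table, made from these libraries, had been seen when the gene lists were written. Before the deposited data were examined, the comparisons, their covariates and threshold, the gene lists, the rule for the genes named and most of the other settings were fixed. That design assumed whole counts and a count model, with principal components on counts scaled to library size. Since the deposited values are not counts, limma took the place of the count model in every comparison, and the settings that needed DESeq2 were not run. The genes named are those the paper names or labels in its figures on these data, whose values in the paper's tables had been seen, then for each genotype comparison up to 8 genes that fell most and 8 that rose most among those called, with a mean log2 value per m of at least 1 and every mutant library beyond every control library of its tissue, 6 each way between the tissues, the 6 with the smallest adjusted p of the interaction, and up to 4 members of a list with the smallest adjusted p. Cul9, Rspo1, Zyx, Tmsb10, Rrm2, the hemoglobin genes, the genes at 2 separate levels and those used to describe litters and stages were named after their values were seen. Some genes that this rule takes are not reported here.

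The paper's lists of SRF, MRTF and TCF targets stand in a part of its Supplementary file 1 that is not used here, of which the first 1999 of 15451 entries of the joint table were at hand. In their place, 31 lists were written from general knowledge: MRTF-SRF cytoskeletal targets (40 genes, 38 tested), immediate early genes (TCF-SRF), SRF cofactors, focal adhesion, actin filament regulators, Arp2/3 complex, nonmuscle myosin and tropomyosin, tubulins, adherens and tight junctions, cholesterol biosynthesis, sterol uptake and SREBP pathway, fatty acid synthesis, craniofacial patterning, neural crest mesenchyme, collagen extracellular matrix, YAP/TAZ targets, p53 targets, hypoxia response, integrated stress response, S and G2/M cell cycle, mitochondrial transcripts, and markers of epithelium, endothelium, erythroid cells, macrophages, neurons, forebrain and olfactory placode, skeletal muscle, glia, smooth muscle, and cartilage and bone. Each was tested with limma's camera at a preset correlation of 0.01 and adjusted over the 31 lists, and again with an estimated correlation and with fry. The lists were written after the top of the paper's joint table had been seen.

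The FNP and mandible libraries of an embryo are paired because they come from the same animal. The consensus correlation between an embryo's libraries, after the model's terms, was 0.118. Fits with embryo as a block used duplicateCorrelation in limma, the tissues summed per embryo, or embryo as a fixed term where tissues were compared. Other settings were the filter on low values, no litter term, log2(TPM + 1) for genes of mean TPM of at least 0.5, controls with or without Wnt1-Cre alone, and each embryo left out in turn.

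The procedure was tested on simulated data in which 67, 67 and 66 genes were changed by 0.5, 1 and 2 on the log2 scale. For the joint model it recovered 70.1%, 83.6% and 95.5% of these changes, for the FNP 53.7%, 74.6% and 86.4%, for the mandible 43.3%, 85.1% and 93.9%, for mandible against FNP 73.1%, 85.1% and 93.9%, and for the interaction 43.3%, 64.2% and 89.4%. Unchanged genes called in these simulations numbered 12, 8, 5, 6 and 6 in the same order. The simulated noise was independent between genes and between the libraries of an embryo. These numbers therefore do not cover correlation within embryos or other structure of the samples outside the model. Replicate libraries of a group correlated at 0.966 to 0.982 over genes (Pearson's r on log2 values). Genes that share reads with near-identical copies, such as Actg1 and Actb or the processed pseudogenes Gm16385 and Gm8399, rest on how the authors' quantification split those reads.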

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

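The 3 tests on Cul9 below were chosen only after its values were seen, while the tests of gene lists, of the difference between tissues and of single libraries were fixed beforehand. The single-library tests also took in Cul9 and the hemoglobin genes Hbb-y and Hba-x, which were named after their values were seen. For these genes the tests were not fixed beforehand.

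Cul9, which encodes a cullin of ubiquitin ligase complexes and is the gene next to Srf on the same strand, was higher in mutants. Cul9 lies on chromosome 17 of GRCm38 from 46500572 to 46546388, 1941 bases from Srf, and had a log2 fold change of 0.97 in the joint model (SE 0.164, limma with Benjamini-Hochberg adjusted p = 0.00671), a gene that the paper does not discuss. A change of the whole region is argued against, since 0 of 31 other genes tested within 500 kb of Srf rose past the threshold. The number of recombined Srf alleles, and sequence linked to the floxed allele, cannot be told apart from loss of Srf: the 2 controls with Wnt1-Cre exceeded the 2 without by 0.53 on the log2 scale (exact permutation test over 6 arrangements, p = 0.667, too few for a p under 0.05), and the only embryo with 2 floxed alleles and no Cre had at most 3.39 TPM against at least 6.34 TPM in mutants. Transcription that may run through the deleted Srf gene into Cul9 stays open as well, as reads were not used here, and the call was lost without litter, with only the controls that carry Wnt1-Cre, without embryo 2 and with the tissues summed per embryo.

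Cul9 stood at 11.6 TPM in the mandible of mutant embryo 6, against 7.65 to 8.24 TPM in the other 3 mutants and 10.3 TPM in the mandible of control embryo 7. The FNP library of control embryo 7 had a score of -36.4 on the first principal component, against -43.8 to -43.2 for the other 3 controls. Of 92 groups of 4 libraries looked at in this way 2 held a library this far from the others, and chance would give 4.6.

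The mutant effect differed between FNP and mandible for 3 of 31 lists by limma's camera on the interaction, and none of the 3 passed with an estimated correlation. For cholesterol biosynthesis 17 of 20 genes had the lower log2 fold change in the FNP (adjusted p = 0.00596, limma's camera with Benjamini-Hochberg adjustment, and adjusted p = 0.898 with an estimated correlation). For markers of erythroid cells, which are hemoglobin and red cell genes, 15 of 15 had the higher log2 fold change in the FNP, with a median difference of 0.47 (adjusted p = 2.74e-09, limma's camera with Benjamini-Hochberg adjustment, and adjusted p = 0.604 with an estimated correlation). For markers of neurons 14 of 17 had the higher log2 fold change in the FNP, with a median difference of 0.33 (adjusted p = 0.00719, limma's camera with Benjamini-Hochberg adjustment, and adjusted p = 0.604 with an estimated correlation), a call lost without embryo 6 or 7. Only 8 of the neuron markers passed the filter on low values in the mandible alone, against 17 in the FNP alone. The mandible fold changes of the others rest on values near the floor. The call for cholesterol biosynthesis was lost without embryo 2 or 6.

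Gene groups that the paper's text on these libraries does not discuss gave a signal in the joint model by limma's camera with Benjamini-Hochberg adjustment. Tubulins gave an adjusted p = 1.56e-08 (6 of 12 lower, 7 when adjusted over the list alone; adjusted p = 0.0635 with an estimated correlation) and fatty acid synthesis an adjusted p = 1.69e-05 (4 of 15 lower, 7 when adjusted over the list alone; adjusted p = 0.0361 with an estimated correlation). Genes of S and G2/M phase gave an adjusted p = 3.10e-11 (5 of 35 lower, 14 when adjusted over the list alone; adjusted p = 0.0531 with an estimated correlation). Mitochondrial transcripts gave an adjusted p = 0.0244 (0 of 13 called, also when adjusted over the list alone; adjusted p = 0.514 with an estimated correlation), a call lost without embryo 2, 3, 6 or 8. The other lists were higher in mutants, with 0 members called except where given. Hypoxia response gave an adjusted p = 9.34e-05 (0 of 23, and 6 higher when adjusted over the list alone; adjusted p = 0.297 with an estimated correlation), collagen extracellular matrix an adjusted p = 0.00200 (0 of 41, and 1 higher when adjusted over the list alone; adjusted p = 0.346 with an estimated correlation) and neural crest mesenchyme an adjusted p = 0.00216 (0 of 18, also when adjusted over the list alone; adjusted p = 0.326 with an estimated correlation). Craniofacial patterning, some genes of which the paper examined by in situ hybridization, gave an adjusted p = 0.0180 (0 of 44, also when adjusted over the list alone; adjusted p = 0.117 with an estimated correlation), a call lost without embryo 2 or 4 and with libraries scaled to equal totals. Among markers of cell types, endothelium gave an adjusted p = 0.00173, erythroid cells 0.00200 (lost without embryo 2), macrophages 0.0172 (lost without embryo 6 and with equal totals) and skeletal muscle 0.0202 (lost without embryo 6 or 7 and with equal totals). Of the macrophage markers 1 of 14 was called higher. With an estimated correlation these 4 lists gave an adjusted p = 0.297, 0.481, 0.297 and 0.346. The call for collagen extracellular matrix was lost without embryo 1.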

How the results depend on the processing

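Pseudocounts of 1 and 5, equal library totals, the median of ratios, the authors' p-values and standard errors, the natural log threshold and embryo 3 counted with the second litter were chosen after seeing the data; the other settings were planned, and of these the DESeq2 test and DESeq2 size factors were not run, since the values are not counts.

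The count of mandible against FNP genes (4352) and the tissue separation on the first principal component stayed within 1.5 times or past the threshold under every setting run. Of tests of lists that had passed, 1148 kept their direction and side of the threshold, 156 no longer passed and 1 turned direction: mitochondrial transcripts with only the controls that carry Wnt1-Cre (adjusted p = 0.808 from limma's camera with Benjamini-Hochberg adjustment, the highest over the settings, which ranged down to 1.06e-06). Lists that had not passed are outside this tally, and some passed under another setting, such as adherens and tight junctions and sterol uptake and SREBP pathway with fry in the joint model. Tests of named genes were counted once per gene, comparison and setting. Of these, 15068 stayed on their side of the threshold, 490 no longer passed, 69 newly passed and 0 turned direction with a pass in either fit. A gene that passed in neither fit counts among the 15068 whatever its direction, so that number does not measure how stable the calls were. For each change below the cause was not tested.

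The joint counts (195 genes, 72 lower and 35 higher by 0.25 log2) were 28, 23 and 5 without litter, 24, 23 and 1 with only the controls that carry Wnt1-Cre, 36, 30 and 6 with only those that do not, and 54, 32 and 18 with embryo 3 counted with the second litter. Leaving out an embryo gave 41 to 367, 36 to 140 and 2 to 88, namely 43, 36 and 5 without embryo 1, 41, 36 and 2 without embryo 2, 67, 46 and 7 without embryo 4, 367, 140 and 88 without embryo 6, and 22 higher without embryo 7. Equal library totals gave 70 higher by 0.25 log2 and a split of 107 higher and 96 lower among all calls, against 43 higher and 152 lower. On the natural log scale 0.25 left 40 lower. With embryo as a replicate block the joint counts were 113 and 15 higher by 0.25 log2 (duplicateCorrelation) and 20, 18 and 2 (tissues summed). The FNP count (15) was 9 without embryo 1 and 20 without embryo 3 at the extremes, and the mandible count (14) was 7 with only the controls that carry Wnt1-Cre. The interaction called 0 genes, and 1 without embryo 2. The authors' p-values over the genes kept gave 388, 242 and 40 genes (joint, FNP, mandible), and the authors' standard errors against a t distribution 37, 4 and 1. Lists called numbered 17 (joint), 13 (FNP), 15 (mandible), 13 (tissue) and 3 (interaction), against 5, 0, 2, 4 and 0 with an estimated correlation, and 11 (joint), 4 (mandible), 20 (tissue) and 0 (interaction) with fry. For the interaction the lists numbered 6 with only the controls that do not carry Wnt1-Cre, 5 with embryo as a replicate block, and 2 to 8 without an embryo (8 without embryo 1, and 5 without embryo 3, 4 or 8). The genotype difference on component 3 (exact permutation p = 0.0398) gave 0.724 over the 500 most variable genes, 0.737 with litter means removed and 0.00266 to 0.777 without an embryo, and did not pass without embryo 2, 3, 4, 7 or 8 (0.777, 0.0513, 0.160, 0.0753 and 0.683). The components were recomputed in each of these settings, so component 3 can be another axis there and these values cannot show a loss of the separation. Of the named genes 11 lost their joint call under the block by duplicateCorrelation and 46 with the tissues summed, with 2 lists (craniofacial patterning and skeletal muscle), and between the tissues 6 genes newly passed and 1 list (actin filament regulators) no longer did. The block ended no other call of a list and changed no other call of a named gene. The deposited values keep no depth per gene, so what depth limits could not be judged.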

Differences from the paper's values

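The settings that use the authors' p-values and standard errors were chosen only after the counts here were seen.

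The paper reports 40 genes changed in the mandible and 14 were called here (limma with Benjamini-Hochberg adjusted p of at most 0.05). For the FNP the paper reports 219 and 15 were called here. For the joint model the paper reports 381 and 195 were called here. The threshold of 0.05 is the paper's, and the test differs, as the paper used the Wald test of sleuth. Among the settings fixed before the data were examined, none brought the FNP or the mandible count within 1.5 times of the paper's (14 tried for each). For the joint count 2 of 16 did, which were log2(TPM + 1) with 278 genes and the fit without embryo 6 with 367, and the other 14 did not. The authors' deposited p-values over the genes kept here, a setting chosen after seeing the values, gave 388, 242 and 40 genes in the joint model, FNP and mandible, and so call 206, 227 and 26 genes that were not called here. Of the genes called here, 181 of 195 (joint), 15 of 15 (FNP) and 14 of 14 (mandible) are called in the authors' deposited tables.

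The paper's highest library has 30 m reads and the highest total here was 11.2 m, and the paper's average is 24.2 m reads and the mean total here was 10.7 m. The totals here are sums of the deposited gene values after the authors' scaling, which is another quantity than reads, and no setting changes them.

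The paper's stringent lists hold 43 lower and 36 higher genes at a fold change of 0.25. The b of the authors' deposited tables is a natural log fold change, and on that scale 40 lower and 26 higher genes were called here, against 72 and 35 at 0.25 on the log2 scale. For 10 genes of Fig. 1D the b in the paper's supplement equals the natural log fold change computed here to within 1e-04.

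The paper states that SRF cofactors were not affected. The authors' deposited joint table gives Mrtfb b = -0.165 on the natural log scale with a q-value of 0.00706, and here Mrtfb missed the threshold, while 0 of 7 genes of the cofactor list passed over all genes. The list includes Mamstr, which the paper describes as not known to bind SRF. Mrtfb passed without embryo 8.

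The paper states that called genes bound by MRTF changed more than those bound by TCF alone. With the hand-written lists used here, the 16 called MRTF and SRF targets had a smaller mean absolute log2 fold change, 0.87, than the 2 called immediate early genes, 1.06, and the difference did not pass an exact permutation test (p = 0.693). Over all tested members the order was the paper's, at 0.48 and 0.28, and did not pass either (permutation p = 0.112). With 2 immediate early genes called and other lists than the paper's, these values leave the order open.

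The paper describes cholesterol genes as uniquely affected in the FNP. In the authors' deposited tables 12 of 20 genes of the cholesterol list are called in the FNP and 2 in the mandible. Here 0 of 20 were called in either tissue alone, with 15 in the FNP and 5 in the mandible when adjusted over the list alone.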

Other observations

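The tests below on the FNP count, on embryo 3 and on list members not seen beforehand were chosen only after the results were seen; the other tests on divisions of the embryos were fixed beforehand.

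Some tubulin genes and genes of S and G2/M phase fell in Srf mutants, 6 of 12 and 5 of 35 in the joint model, though neither list passed limma's camera with an estimated correlation (Benjamini-Hochberg adjusted p = 0.0635 and 0.0531). The tubulin genes that fell include Tubb6, Tuba1b, Tuba1c and Tubb4b, with log2 fold changes of -0.45, -0.18, -0.22 and -0.22. The mitotic genes Plk1, Cdc20, Aurka and Ccnb1, which encode mitotic kinases, a regulator of the anaphase-promoting complex and a cyclin, fell by 0.18, 0.18, 0.16 and 0.15 on the log2 scale, and Rrm2, which encodes a subunit of ribonucleotide reductase, by 0.20. Of 15 genes of fatty acid synthesis, Fabp5, Acly, Scd1 and Fads2 fell, the latter 3 by 0.20, 0.37 and 0.15. Genes that rose include Tgfb2, a growth factor gene (log2 fold change 0.50), and C1qa, a complement gene of macrophages (0.75). Of the genes named here only Tubb6 and Fabp5 passed without embryo 1 and without embryo 2, and their calls were lost without the litter term. Without embryo 4 the calls of Plk1, Cdc20, Aurka, Ccnb1, Rrm2, Scd1, Fads2, Tgfb2 and C1qa were lost as well, and that of C1qa was lost whichever embryo was left out. Lists that did not pass limma's camera with Benjamini-Hochberg adjustment in the joint model were YAP/TAZ targets (1 of 21 higher, adjusted p = 0.153), p53 targets (1 of 22 lower, Rps27l at -0.31, adjusted p = 0.390), the integrated stress response (1 of 19 lower, Psat1 at -0.27, adjusted p = 0.923), and markers of epithelium (0 of 20, adjusted p = 0.947), neurons (0 of 17, adjusted p = 0.924), forebrain and olfactory placode (0 of 14, adjusted p = 0.923), glia (0 of 9, adjusted p = 0.199), smooth muscle (0 of 10, adjusted p = 0.923) and cartilage and bone (0 of 14, adjusted p = 0.678). Adjusted over the list alone, YAP/TAZ targets gave 1 lower and 1 higher, p53 targets 1 lower, the integrated stress response 2 lower, forebrain and olfactory placode 1 higher and smooth muscle 2 lower and 1 higher.

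Patterning genes that the paper examined at E10.5 by in situ hybridization were measured at E11.5 in these libraries. Msx1, a gene of the facial mesenchyme, stood at 477 ± 110 TPM in control and 459 ± 52.2 TPM in mutant FNPs, and at 301 ± 13.8 and 309 ± 31.7 TPM in mandibles (SD, n = 4). Shh stood at 2.14 ± 0.294 and 1.93 ± 0.538 TPM in FNPs and at 9.78 ± 1.80 and 8.09 ± 0.810 TPM in mandibles, and Fgf8 at 34.3 ± 12.6 and 28.0 ± 4.71 TPM in FNPs and at 18.3 ± 7.85 and 13.5 ± 6.04 TPM in mandibles (SD, n = 4). None passed the test between genotypes in the joint model (limma with Benjamini-Hochberg adjusted p = 0.942 for Msx1, 0.397 for Shh and 0.202 for Fgf8).

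Fewer FNP genes were called here than in the authors' deposited table, 15 against 218 gene symbols. Different fold changes are argued against, since those here correlated with the authors' b at 0.999993 over genes, and so is the filter on low values, since the authors' looser filter gave 14 genes. The way the p-value is read is a candidate explanation: the deposited p-values equal the normal tail of b over its standard error to within 1% for 100% of genes, while the same ratio against a t distribution with the 5 residual degrees of freedom left 4 genes. The authors' standard errors and those of limma differ too, with a median ratio of limma's to the authors' of 0.844. No biological explanation was tested, as the libraries are the same.

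Embryo 3, a mutant of the first litter, stood apart from its litter. It lay nearer to the second litter on the second principal component and in stage genes, and between the litters over all genes that differ between them. Within the first litter the share of such genes nearer the second was 2.77% and 7.83% in control embryos 1 and 2. In mutant embryos 4 and 5 it was 38.6% and 17.9%. A wrong litter stays open, since embryo 3 lay nearer the second litter in 50.8% of 4432 genes that differ between the litters with embryo 3 left out, between the 2.77% to 38.6% of the other embryos of the first litter and the 78.4% to 88.6% of those of the second, each left out in turn. A later stage of embryo 3 is a candidate explanation that a wrong litter cannot be told apart from: 10 of 11 stage genes, listed after the pattern but before their own values were seen, lay nearer the second litter in embryo 3, against 0 of 5 or 6 in each other embryo of the first litter. Lin28b and Igdcc3, which fall as development proceeds, had log2 values of 8.20 to 8.53 and 9.14 to 9.49 in embryo 3, 8.10 to 8.49 and 9.52 to 9.80 in the second litter and 9.18 to 10.1 and 10.9 to 11.9 in the rest of the first, and Runx2, a bone gene, had 7.57 to 8.09, 7.51 to 8.23 and 5.26 to 6.75. Arrdc3 went with the first litter, at 11.3 to 11.4 in embryo 3, 10.5 to 11.4 in the rest of the first litter and 8.95 to 9.59 in the second.

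The 8 embryos can be divided 4 against 4 in 35 ways, the division by genotype included. For the joint model 2 of the 35 gave as many genes as the real division (195, highest other 744), and so did 2 for the FNP (15, highest other 107), 2 for the mandible (14, highest other 202), 2 for the genes lower by 0.25 log2 (72, highest other 470) and 2 for those higher (35, highest other 470). By their number alone chance cannot be excluded for these counts, but the divisions exchange embryos between litters and do not hold litter fixed. For the interaction the real count was 0, which every division reaches, so its 35 of 35 decides nothing (highest other 89). The division with 744 genes, which also gave the 107 in the FNP and the 202 in the mandible, sets embryos 1, 2, 4 and 5 against 3, 6, 7 and 8. The latter are the second litter with embryo 3, so this division points to a structure of the samples. With embryo 3 counted with the second litter, a setting chosen after seeing the data, the joint count was 54. Lists called in the joint model (1 of 35, real 17, highest other 14) and the mean changes of the MRTF-SRF list (1 of 35, real -0.40, highest other 0.34) and the cholesterol list (1 of 35, real -0.233, highest other 0.232) were highest for the real division. Chance is left open for all 3, since the lists were written after the top of the paper's joint table, made from these libraries, had been seen. Without the members noted as seen beforehand, 2 of 35 gave as large a mean for 23 MRTF-SRF genes (real -0.171, highest other 0.171) and 1 of 35 for 16 cholesterol genes (real -0.206, highest other 0.205). The authors' joint table calls 18 of 38 MRTF-SRF and 11 of 20 cholesterol genes. Some of the members kept may therefore have stood in the part of that table at hand, so these 2 values are not an independent check. For lists called in the FNP (2 of 35, real 13, highest other 13), in the mandible (3 of 35, real 15, highest other 17) and for the interaction (19 of 35, real 3, highest other 11), and for the mean change of erythroid markers in the FNP (7 of 35, real 0.47, highest other 0.66), chance cannot be excluded. Between mandible and FNP, 1 of 100 drawn divisions of the libraries gave as many genes, the real one (4352, highest other 2555), and so did 1 of 100 that part the libraries of every embryo as the real one does (highest other 2075), so chance can be excluded.

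Markers of erythroid cells lay higher in mutant FNPs, where the most abundant, Hbb-y, stood at 8806 ± 2022 TPM against 6230 ± 910 TPM in controls (SD, n = 4), and Hba-x, Hba-a2, Hbb-bh1 and Hba-a1 had log2 fold changes of 0.52, 0.54, 0.27 and 0.47, none past the threshold. The mean over the list differed by 0.76 in the first litter and -0.04 in the second. Among genes at 2 separate levels across embryos, the Y-linked genes Eif2s3y, Ddx3y, Uty and Kdm5d were high in embryos 1, 3, 4, 6 and 7, so both genotype groups hold embryos of either kind. The heat shock genes Hspa1a and Hspa1b were high in embryo 4 (log2 values of at least 9.21 and 9.86, against at most 6.96 and 7.82 in the others), and Rps13, a ribosomal protein gene, was high in embryos 1, 2 and 3 (at least 12.5, against at most 9.80).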
